# Intestinal epithelial damage-derived mtDNA activates STING-IL12 axis in dendritic cells to promote colitis

**DOI:** 10.7150/thno.96184

**Published:** 2024-07-16

**Authors:** Yajie Cai, Shuo Li, Yang Yang, Shuni Duan, Guifang Fan, Jinzhao Bai, Qi Zheng, Yiqing Gu, Xiaojiaoyang Li, Runping Liu

**Keywords:** myeloid STING, dendritic cells, IL-12, mtDNA

## Abstract

**Rationale:** The treatment of ulcerative colitis (UC) presents an ongoing clinical challenge. Emerging research has implicated that the cGAS-STING pathway promotes the progression of UC, but conflicting results have hindered the development of STING as a therapeutic target. In the current study, we aim to comprehensively elucidate the origins, downstream signaling and pathogenic roles of myeloid STING in colitis and colitis-associated carcinoma (CAC).

**Methods:** *Tmem173*^fl/fl^*Lyz2-Cre*^ert2^ mice were constructed for inducible myeloid-specific deletion of STING. RNA-sequencing, flow cytometry, and multiplex immunohistochemistry were employed to investigate immune responses in DSS-induced colitis or AOM/DSS-induced carcinogenesis. Colonic organoids, primary bone marrow derived macrophages and dendritic cells, and splenic T cells were used for *in vitro* studies.

**Results:** We observed that myeloid STING knockout in adult mice inhibited macrophage maturation, reduced DC cell activation, and suppressed pro-inflammatory Th1 and Th17 cells, thereby protecting against both acute and chronic colitis and CAC. However, myeloid STING deletion in neonatal or tumor-present mice exhibited impaired immune tolerance and anti-tumor immunity. Furthermore, we found that TFAM-associated mtDNA released from damaged colonic organoids, rather than bacterial products, activates STING in dendritic cells in an extracellular vesicle-independent yet endocytosis-dependent manner. Both IRF3 and NF-κB are required for STING-mediated expression of IL-12 family cytokines, promoting Th1 and Th17 differentiation and contributing to excessive inflammation in colitis.

**Conclusions:** Detection of the TFAM-mtDNA complex from damaged intestinal epithelium by myeloid STING exacerbates colitis through IL-12 cytokines, providing new evidence to support the development of STING as a therapeutic target for UC and CAC.

## Introduction

Ulcerative colitis (UC) is a chronic inflammatory disease characterized by continuous and relapsing mucosal inflammation. Its incidence and prevalence have been rising around the world. Long-standing extensive UC is associated with increased risk of colorectal cancer (CRC), thus contributing to the mortality related to this disorder. However, the etiology and pathogenesis of UC remain poorly understood, and the unsatisfactory responses to current therapies pose significant challenges 1. The abnormal activation of PRRs is closely related to multiple autoimmune diseases, including UC and colitis-associated cancer (CAC) 2. Recently, stimulator of interferon genes (STING) pathway has emerged to be crucial mechanism in the development of UC by sensing foreign or self-origin dsDNA and promoting innate immune defense programs 3, 4. The single-cell RNA-Sequencing data have shown that the expression of cGAS, STING, TBK1, IRF3, type I IFNs and interferon-stimulated genes (ISGs) were upregulated in active UC patients and in multiple colitis murine models 5, 6. It was also reported that the deficiency of STING significantly alleviated intestinal inflammation in mice, while the inflammation was worsened after administration of STING agonist DMXAA 7, 8. Besides, spontaneous chronic colitis and fibrosis occurred in mice with structural activation of STING (known as N153S mice). Myeloid-derived STING has further been recognized to play a vital role in mediating the development of colitis 6. Specific knockout of STING in Lysm^+^ cells and CD11c^+^ cells were found to ameliorate AOM/DSS-induced CAC 7. These data all suggest that the activation of STING pathway, especially STING stimulation in myeloid cells, may involve in the pathogenesis of UC.

However, Yang *et al.* recently found that abrogation of STING in CD4^+^ T cell induced more severe colonic inflammation through increasing the proportion of pathogenic Th1 cell and suppressing the production of the anti-inflammatory IL-10 9. Another study discovered that congenital knockout STING significantly limited the growth of intestinal barrier and the maturation of local immune homeostasis, leading to immune intolerance and eventual aggravation of colitis 10. Hence, the precise role of STING in colitis remains a subject of debate, and comprehensive and systematic investigations on the function and mechanism of STING are necessary.

The triggers of STING activation and its downstream signaling in UC development is also a mystery. Zhao *et al.* suggested that nuclear DNA and mtDNA packaged by extracellular vesicles (EVs) leaked from damaged intestinal epithelial cells stimulated the STING pathway, thus triggering intestinal inflammation in murine colitis and active human CD 11. However, another report suggested that commensal bacteria and its product c-di-GMP stabilize the expression of STING protein by enhancing K63-linked ubiquitination of STING 6. In terms of STING-mediated signaling, it was demonstrated that myeloid-differentiation primary response protein (MyD88)-dependent IL-1β and IL-18 release exerted pro-inflammatory effects after STING stimulation 7. The accumulation of Th1 effector cells was also proposed as the downstream immune responses upon STING activation, suggesting the involvement of adaptive immunity in the progression of STING-related colitis 6. However, the interaction between myeloid-derived STING pathways and downstream adapt immune responses still lacks evidence.

In the current study, we established DSS-induced acute and chronic colitis models on neonatal and adult *Tmem173*^fl/fl^*Lyz2-Cre*^ert2^ mice, aiming to investigate the exact effects and immune mechanisms of cell-specific and time-dependent STING knockout on UC progression and AOM/DSS-induced CAC. Additionally, we utilized colonic organoids, BMDMs, BMDCs, and primary splenic T cells to elucidate the triggers, signaling transduction, and downstream effectors of STING activation in regulating native and adaptive immune responses during colitis.

## Materials and methods

### Animals

C57BL/6N, *Tmem173*^fl/fl^ mice, and *Lyz2-Cre*^ert2^ mice were purchased from Shanghai Model Organisms Center, Inc. (Shanghai, China). *Tmem173*^fl/fl^ mice were crossed with *Lyz2-Cre*^ert2^ mice to obtain *Tmem173*^fl/fl^*Lyz2-Cre*^ert2^ mice (referred as *Tmem173*^iΔmye^ mice). *Tmem173*^-/-^ mice were kind gifts from Prof. Yao Wang at Beijing University of Chinese Medicine. All genetically modified mice were on the C57BL/6N background. All animal studies were conducted in accordance with the guidelines approved by the Institutional Animal Care and Use Committee at Beijing University of Chinese Medicine guidelines (BUCM-4-2022012001-1096).

### Tamoxifen-induced myeloid-specific deletion of *Tmem173*

To achieve conditional knockout of *Tmem173* in the myeloid cells of mice, 5 to 6-week-old or 6 to 8-week-old *Tmem173*^fl/fl^ mice and* Tmem173*^fl/fl^*Lyz2-Cre*^ert2^ mice were injected intraperitoneally with 120 mg/kg tamoxifen (TAM; ADAMAS, Basel, Switzerland) dissolved in corn oil every other day for 5 times. In the chronic DSS colitis model and AOM/DSS-P groups, we maintained TAM induction twice a week to ensure long-term myeloid-specific STING knockout during the experiments. Neonatal *Tmem173*^fl/fl^ mice and* Tmem173*^iΔmye^ mice were injected with the same dose of TAM into the stomach for 5 continuous days. Genotyping was performed when the mice were four-week-old, following the guidance of Direct Mouse Genotyping Kit (APExBIO, Houston, USA).

### Acute and chronic DSS colitis

C57BL/6N mice, *Tmem173*^-/-^ mice, *Tmem173*^fl/fl^ mice, and* Tmem173*^iΔmye^ mice at the age of 6 to 8-week-old were administered with 2.5%-3% (w/v) dextran sodium sulfate (DSS; MP Biomedicals, California, USA) dissolved in the drinking water for 7 days followed by 1 day water. The control group mice were received regular distilled water. The body weight of mice was monitored every day. Colon tissue was harvested, disease activity index was evaluated, and spleen coefficient (spleen weight divided by the body weight) was calculated at the end of the experiment.

After given one-week acute DSS induction, 6 to 8-week-old* Tmem173*^fl/fl^ mice and* Tmem173*^iΔmye^ mice were administered with a cycle of three days of normal drinking water followed by four days of 2.5%-3% DSS, and this cycle was repeated for three times. The body weight of mice was monitored every day. Colon tissue was harvested, disease activity index was evaluated, and spleen coefficient was calculated at the end of the experiment.

### The extraction of colonic lamina propria cells

The extraction of colonic lamina propria cells was performed under the guidance of lamina propria dissociation kit (Miltenyi, Bergisch Gladbach, Germany). The colonic samples were isolated, flushed, and then cut into 2 to 4 mm fragments. The colonic samples were transferred into 1× HBSS solution containing 5 mM EDTA, 5% fetal bovine serum (FBS) and 1 mM DTT for 20 min at 37 °C under rotation of 12 rpm to remove colonic epithelial cells. This pre-digestion process was repeated twice. Remaining colonic samples was digested by pre-heated 1× HBSS solution containing 5% FBS with mixed enzyme on the gentleMACS Dissociator (Miltenyi, Bergisch Gladbach, Germany). The cell suspension was filtered through 100 μm strainer and then centrifuged at 300×g for 10 min. The cell viability of isolated lamina propria lymphocytes was analyzed by AO/PI dye (Counterstar, Shanghai, China) and was over 80%, which was enough to for further applications.

### The isolation and culture of colonic organoids

The colonic samples were isolated, flushed, and then cut into 2 to 4 mm fragments. Then the colonic fragments were washed by PBS containing 10% FBS (washing solution) till the supernatant was clear. The colonic samples were incubated with 2 mM EDTA for 15 min at 4 °C to digest the colonic crypts, and were then washed by washing solution. This process was repeated twice. The suspension was filtered through a 70 μm strainer and the filtered crypts were collected. The crypts were resuspended with Matrigel and added into 24 well plates at 37 °C for 5-10 min till the Matrigel was solidified, the BM2 medium containing 50 ng/µL EGF, 100 ng/µL Noggin, and 1 µg/µL R-Spondin-1 (culture solution) was added in each well. The fresh culture solution was replaced 2 to 3 times. The colonic organoids needed to be passaged by DMEM/F12 medium containing 1% GlutaMax and 1% HEPES when they became bigger. The organoids were treated with 100 ng/mL TNF-α to induce apoptosis, and the supernatant was collected 2 h later. PI staining was performed to evaluated the injury of colonic organoids.

### The isolation of DNA from the conditioned medium of colonic organoids

DNA isolation from the cultured medium of colonic organoids was performed under the guidance of QIAamp Blood DNA mini kit (QIAGEN, Dusseldorf, Germany). The quality examination and quantification of isolated DNA were performed using Nanodrop (Thermo Scientific, Madison, USA), and then the concentration of DNA in CM was calculated.

### The measurement of mtDNA

Real-time qPCR was employed for the quantification of mtDNA and nuclear DNA using specific primers for mitochondrial genes, including mt-12S1, mt-CO3, mt-CytB, and the nuclear gene rn18S, and results were normalized with rn18S.

### DNA uptake in BMDCs

DNA uptake of BMDCs was measured by DRAQ5 Fluorescent Probe (Thermo, Massachusetts, USA). The supernatant of isolated colonic organoids treated with or without TNF-α was collected and incubated with 5 μM DARQ5 Fluorescent Probe and 10 mM HEPES for 115 min at 37 °C. WT BMDCs were incubated with the DRAQ5-stained conditional medium for 6h and subjected to flow cytometry.

### Immunoprecipitation (IP) of TFAM-associated mtDNA

Protein A/G beads were incubated with IgG and anti-TFAM antibodies overnight at 4 °C with rotator to obtain IgG antibody-coated beads and anti-TFAM antibody-coated beads. Then blank Protein A/G beads with the supernatant of colonic organoids were mixed for 30 min at 4 °C with rotator to block the samples. After centrifugation, the blocked samples were transferred into IgG antibody-coated beads and anti-TFAM antibody-coated beads and then rotated overnight at 4 °C. The obtained precipitate and supernatant were utilized for* in vitro* studies and DNA isolation.

### Quantification and statistical analysis

All values expressed as mean ± SEM were statistically analyzed using GraphPad Prism (version 8.0). Differences among group means were determined with one-way ANOVA with a Tukey *post hoc* test for multi-group comparisons, or an unpaired two-tailed Student's *t* test between two groups. P value of less than 0.05 was considered statistically significant.

## Results

### Myeloid-specific knockout of STING in adult mice ameliorates DSS-induced acute and chronic colitis

To define the role of STING pathway in the development of colitis, we utilized C57BL/6N mice to establish DSS-induced acute and chronic colitis models** (Figure S1A and D)**. The phosphorylation of STING and activation of downstream transcription factors, including interferon regulatory factor 3 (IRF3), nuclear factor kappa-B (NF-κB), and IRF7, were all significantly elevated in colitis **(Figure S1B, C, E and F)**. Our results further suggested that global knockout (KO) of STING remarkably inhibited the expression of inflammatory genes and ameliorated colitis, which support the findings of Shmuel-Galia *et.al* 6 but not Yang* et.al* 9 **(Figure S1G-N)**. Since myeloid cell-mediated innate immunity is a master regulator in colitis, we established a tamoxifen (TAM) inducible CreERT2 dependent and myeloid cell-specific STING KO mice (*Tmem173*^iΔmye^) to explore the exact pathogenic role of STING activation. Five continuous times of TAM administration could significantly induce the deletion of STING in adult *Tmem173*^iΔmye^ mice. As shown in **Figure 1A**-**B**, myeloid knockout of STING significantly relieved body weight loss, increased colon length (**Figure 1C-E**), decreased the disease activity index (DAI) score (**Figure 1D**), and reduced spleen coefficient (**Figure S2A**) in acute colitis. Histological analysis further revealed that intestinal epithelial injury, associated with lymphocyte infiltration and mucosal barrier impairment, were dramatically improved in *Tmem173*^iΔmye^ mice when compared with litter-mate *Tmem173*^fl/fl^ mice (**Figure 1F-G**). *Tmem173*^iΔmye^ mice were also significantly protected from prolonged and repeated DSS-induced chronic colitis, as illustrated in **Figure 1H-L**, and **Figure S2B** and showed improved survival rate (**Figure S2C**). Histopathological evaluation further supported above findings (**Figure 1M-N**). From the perspective of cytokine expression, qPCR analysis demonstrated that the upregulation of* Il1b*, *Tnfa*, and *Il6* were diminished in *Tmem173*^iΔmye^ mice in both acute and chronic colitis (**Figure S2D-E**).

The myeloid-specific knockout, similar to the systemic knockout of STING, notably decreased the upregulation of STING in inflamed colon tissue (**Figure 2A**), suggesting that in the case of UC, the activation of the STING pathway is primarily in myeloid cells rather than other cell types like epithelial cells. **Figure 2B** further supported this hypothesis. While there is mild increase of STING expression in epithelial cells, a substantial number of infiltrating CD11b and STING double-positive cells are observed in UC (**Figure S2F-J**). In *Tmem173*^iΔmye^ mice, the infiltration of CD11b^+^ cells significantly decreased, along with a specific loss of STING expression in CD11b^+^ cells, leading to an improvement in the structure of the colon barrier.

Previous studies have reported increased susceptibility to colitis in mice with congenital deletion of STING 10. Hence, we are curious to investigate whether the neonatal deletion of myeloid STING actually aggravates colonic inflammation. TAM was intraperitoneally injected into newborn *Tmem173*^fl/fl^ mice and *Tmem173*^fl/fl^*Lyz2-Cre*^ert2^ mice for continuous five days. The administration of DSS was carried out when these mice reached the age of 7 weeks (referred as N*-Tmem173*^fl/fl^ + DSS group and N*-Tmem173*^iΔmye^ + DSS group, respectively) (**Figure S3A**). Interestingly, N-*Tmem173*^iΔmye^ mice exhibited greater body weight loss, colon shortening and disease severity in response to DSS treatment (**Figure S3B-E**). Histological analysis revealed more severe inflammatory infiltration and tissue damage (**Figure S3F-G**). The transcript levels of inflammatory genes, including *Tnfa*, *Il1b*, and *Il6,* were significantly higher in DSS-treated N-*Tmem173*^iΔmye^ mice as well (**Figure S3H**). Contrary to the more severe colitis, there was a decrease in the infiltration of CD11b^+^ myeloid cells and a significant reduction in the expression of STING in the colon of N-*Tmem173*^iΔmye^ mice (**Figure S3I**). This finding suggests that the absence of STING in neonatal mice may disrupt the establishment of immune tolerance in the intestinal lamina propria, warranting further investigation.

### Decreased myeloid-derived dendritic cells and diminished activation of Th1 and Th17 Cells are observed in colitic *Tmem173*^iΔmye^ mice

To investigate the immunoregulatory mechanisms underlying the alleviation of colitis following myeloid-specific STING knockout, we performed RNA-seq analysis. Principal component analysis (PCA) revealed significant differences in the gene expression profile between colitic *Tmem173*^iΔmye^ mice and *Tmem173*^fl/fl^ mice (**Figure 2C**). A total of 2008 DEGs were commonly identified in both *Tmem173*^fl/fl^ + DSS vs. *Tmem173*^fl/fl^ and *Tmem173*^iΔmye^ + DSS vs. *Tmem173*^fl/fl^ + DSS (**Figure S4A**), which are highly likely to be associated with the protective effects of myeloid STING KO. Specifically, 176 downregulated DEGs, including *Cebpd*, *Cebpb*, *Ccl2,* and *Cxcl1*, and 133 upregulated DEGs, including *Sectm1b*, *Slc26a3*, *Fgd4,* and *Slc6a14, were found in Tmem173*^iΔmye^ + DSS vs. *Tmem173*^fl/fl^ + DSS (**Figure 2D**). GO, KEGG and GSEA analysis suggested that these DEGs are enriched in multiple inflammation-related pathways, such as myeloid leukocyte migration, differentiation, and cytokines production, acute inflammatory response, and T cell differentiation and activation involved in immune response (**Figure S4B** and **Figure 2E**). As depicted in **Figure 2F**, downregulation of acute phase response-related genes, such as *S100a8* and *S100a9*, and canonical pro-inflammatory cytokines and chemokines, such as *Il6*, *Il1b*, and *Ccl2,* was along with suppressed expression of genes contributes to leukocyte chemotaxis and activation like *Trem1*, *Cxcl10*, *Il12a*, thereby linking altered innate immunity to adaptive immunoregulation following myeloid STING KO.

To further investigate the potential connection between innate and adaptive immunity, we utilized Cibersort to analyze the proportion of various immune cells based on RNA-seq data. (**Figure S5A-B**). Specifically, increased abundance of monocytes, immature DCs, activated DCs, M0 macrophage, Th1 and Th17 cells was observed in the colon from colitic *Tmem173*^fl/fl^ mice, which was all decreased to a certain extent in *Tmem173*^iΔmye^ mice (**Figure S5C**). We thus hypothesized that the absence of STING in myeloid cells alleviated intestinal inflammation by reducing DC and macrophage infiltration, and Th1 and Th17 cell differentiation. To test the hypothesis, we evaluated immune cell profiles in the lamina propria cells isolated from colon of colitic *Tmem173*^fl/fl^ mice and colitic* Tmem173*^iΔmye^ mice using flow cytometry. The immune cell sorting strategy was shown in the **Figure S6A**. As depicted in **Figure S6B-C,** the infiltration of CD45^+^ cells from colonic lamina propria was significantly decreased in colitic* Tmem173*^iΔmye^ mice. Myeloid STING deletion significantly reduced the frequency of CD11b^-^CD11c^+^ DCs and CD11b^+^CD11c^+^ DCs in response to DSS treatment (**Figure 3A, C-D**), while CD11b^+^CD11c^-^ myeloid cells displayed moderate increase in colitic* Tmem173*^iΔmye^ mice without statistical significance (**Figure 3A and G**). These findings are consistent with RNA-seq analysis (**Figure 3E**). Although CD11b^+^CD11c^-^ myeloid cells were accumulated in *Tmem173*^iΔmye^ mice, a significant reduction of F4/80^+^CD11b^+^CD11c^-^ macrophages was observed (**Figure 3B and H**), suggesting abrogated maturation of macrophages. GSEA analysis and corresponding gene expressions further revealed that myeloid cell-specific STING deletion negatively regulated signaling pathways involved in macrophage migration, chemotaxis, and activation (**Figure 3F**). The potential deficiency in GM-CSF- and M-CSF-mediated macrophage differentiation (**Figure S7A**) in adult *Tmem173*^iΔmye^ mice subjected to DSS treatment suggests a possible connection between myeloid STING and macrophage maturation. This deficiency may contribute to the disruption of immune tolerance in neonatal myeloid STING KO mice. In DSS-induced chronic colitis, similar results were found (**Figure S7B-D**). In addition to support the results of cytometry, IF analysis further demonstrated that STING activation was predominantly found in significantly infiltrated CD11b^+^CD11c^+^ and CD11b^+^CD11c^-^, but not in CD11b^-^ cells in *Tmem173*^fl/fl^ mice. Notably, both the infiltration of CD11b^+^ cells and the colocalization of STING with CD11b^+^ cells were diminished in *Tmem173*^iΔmye^ mice (**Figure 3I-J**).

Myeloid-derived DCs have long been characterized as vital mediators of the recruitment and activation of pro-inflammatory helper T cells, including Th1, Th2, and Th17 cells 12, 13. As expected, along with a decreased number of CD3^+^CD4^+^ T cells in colitic *Tmem173*^iΔmye^ mice (**Figure 3K and N**), the frequencies of IFN-γ^+^ Th1 and IL-17^+^ Th17 cells in the lamina propria were significantly reduced (**Figure 3L and N**). However, the proportion of IL-4^+^ Th2 cell remained unchanged (**Figure 3M-N**). Among these findings, the reduction of Th17 phenotype was most significant and was further supported by qPCR analysis (**Figure 3O**). A similar downregulation of *Il17a* was also seen in chronic colitis (**Figure S7E**). GSEA analysis also indicated that T cell-related pathways, including Th1 and Th17 cell differentiation, and IL-17 production were all inhibited in *Tmem173*^iΔmye^ mice in response to DSS, when compared to *Tmem173*^fl/fl^ mice (**Figure 3P**). Therefore, myeloid cell-specific STING deletion attenuated intestinal inflammation through suppressing DC and macrophage infiltration and Th1/Th17 cell activation in colon.

### T helper cell priming IL-12 family cytokines are predominantly produced by DCs in response to STING-TBK1-IRF3/NF-κB activation in colitis

Macrophages and DCs are known to be pivotal in priming and activating Th1 and Th17 cells through IL-12 and IL-23 secretion 13-15. As shown in **Figure 4A**, GSEA analysis indicated that in acute colitis model, IL-12/23 production and IL-12 signaling pathways were enriched in *Tmem173*^fl/fl^ mice, which was verified by qPCR results (**Figure 4B**). The reduction of *Il12a*, *Il12b*, and *Il23a* expression was also observed in chronic colitis (**Figure S7F**). To further investigate whether the activation of IL-12 signaling in colitis is dependent on STING, bone marrow-derived macrophages (BMDMs) and bone marrow-derived dendritic cells (BMDCs) isolated from* Tmem173*^fl/fl^ mice and *Tmem173*^iΔmye^ mice were treated with STING agonist Vadimezan (DMXAA) and RNA-seq analysis was applied. Based on RNA-seq analysis, both BMDCs and BMDMs exhibit high expression of their respective cell-specific marker genes, confirming the purity and distinction of BMDCs and BMDMs (**Figure S8A**). As speculated, the activation of STING pathway (**Figure 4C**), inflammation-related pathways, and pathways involved in the maturation and activation of macrophages and DCs (**Figure S8B-D**) were significantly stimulated by DMXAA in both BMDMs and BMDCs derived from *Tmem173*^fl/fl^ mice. However, these effects were reversed in BMDMs and BMDCs derived from *Tmem173*^iΔmye^ mice. Consistently, qPCR results indicated that the mRNA expression of interferon (IFN) and IFN-stimulated genes (ISGs) were significantly decreased in both STING KO BMDMs and BMDCs after DMXAA treatment (**Figure 4D**). Likewise, in RNA-seq results, IL-12 and IL-23 production-related pathways were enriched in DMXAA-treated BMDMs and BMDCs derived from *Tmem173*^fl/fl^ mice, but not STING KO cells (**Figure 4E-F**). Notably, DMXAA induced higher expression of STING downstream genes and IL-12 family cytokines in BMDCs, when compared with BMDMs. Especially, *Il12a*, *Il12b* and *Il23a* were predominantly expressed in BMDCs instead of BMDMs (**Figure 4G**). The different capacities in producing IL-12 family cytokines between BMDCs and BMDMs suggested that the activation of T helper cells in colitis were largely dependent on STING activation in myeloid-derived DCs.

However, critical evidence is still lacking regarding whether IL-12 family cytokines are direct downstream targets of STING activation. As anticipated, DMXAA remarkably induced the activation of TANK-binding kinase 1 (TBK1), IRF3, and NF-κB, and the degradation of inhibitory subunit of nuclear factor kappa-B alpha (IκBα) in BMDCs (**Figure S9A**). In **Figure 5A**, TBK1 inhibitor GSK8612, IRF3 inhibitor MRT67307, and NF-κB inhibitor p-XSC were then used to elucidate the specific downstream transcription factors and signaling pathways involved in STING-mediated IL-12 expression. The effects of these inhibitors were shown in **Figure 5B-C**. GSK8612 and MRT67307 effectively inhibited the phosphorylation of TBK1 and downstream IRF3, respectively, also both slightly suppressed NF-κB activation in DMXAA-induced BMDCs. As the negative regulator of the binding of NF-κB and DNA, P-XSC had no significant influence on TBK1/IRF3 pathway and NF-κB phosphorylation.

Furthermore, the expressions of type I IFN and ISGs in response to STING activation were significantly abrogated by TBK1 and IRF3 inhibitors, rather than NF-κB inhibitor, which were complied with previous reports (**Figure 5D**). However, all inhibitors attenuated the DMXAA-induced expression of IL-12 family genes, albeit with varying potencies. Interestingly, MRT67307 exhibited greater suppressive effects on *Il12a* and *Il12b* expression than p-XSC, whereas P-XSC displayed more pronounced restriction on the transcription of *Il23a* (**Figure 5E**). These effects are potentially attribute to the presence of more binding elements of IRF3 on the promoter regions of *Il12a* and *Il12b*, as well as more NF-κB binding sites on the *Il23a* promoter (**Figure 5F-G**, and **Figure S9B-D**). Functioned as a specific inhibitor of TBK1, which is the shared upstream factor of IRF3 and NF-κB, GSK8612 consistently inhibited the expressions of all IL-12 family genes (**Figure 5E**). These findings indicated that both IRF3 and NF-κB are indispensable in the STING activation-mediated transcription of IL-12 family cytokines.

The effects of IL-12 family cytokines derived from DMXAA-treated WT and STING KO BMDCs on Th1 and Th17 differentiation of murine splenic T cells were further confirmed (**Figure 5H**). In the process of differentiating splenetic CD3^+^CD4^+^ T cells, the proportion of IL-17^+^ Th17 cells and IFNγ^+^ Th1 cells were found to be significantly higher when exposed to conditioned medium derived from DMXAA-treated WT BMDCs. However, these proportions decreased when exposed to conditioned medium derived from DMXAA-treated STING KO BMDCs (**Figure 5I-J**). GSEA analysis based on RNA-seq results further suggested that upregulated DEGs associated with Th1 and Th17 differentiation, IL-17 signaling, antigen-processing and presentation were all enriched in DMXAA-treated WT BMDCs, when compared with STING KO mice (**Figure S9E**). These findings demonstrate that IL-12 family cytokines are predominantly produced by DCs and favor Th1 and Th17 cell priming.

### TFAM-associated mtDNA derived from damaged intestinal epithelial cells activates STING signaling in BMDCs to promote IL-12 signaling

In light of a recent study, we were motivated to explore whether the activation of colitis-associated myeloid STING is triggered by the intestinal microbiota 6. We first treated mice with antibiotic cocktail (ABX) for three days before DSS administration to eliminate intestinal flora (**Figure S10A**). ABX treatment had no influence on DSS-induced elevated phosphorylation levels of STING and downstream transcription factors, including IRF3, NF-κB and IRF7 (**Figure S10B-C**). As depicted in **Figure 6A-C, and S10D**, myeloid knockout of STING still effectively attenuated DSS-induced acute colitis even though the mice were given ABX, as illustrated by elevated body weight, increased colon length, relieved disease activity, and improved colonic epithelium damage. The reduction mRNA levels of *Teme173*, pro-inflammatory cytokines and IL-12 family genes were also found in *Tmem173*^iΔmye^ + DSS + ABX group when compare with *Tmem173*^fl/fl^ + DSS + ABX group (**Figure 6D**). Besides, in the treatment of DSS plus ABX, the activation of STING and downstream transcription factors, including IRF3, NF-κB and IRF7, were all significantly reduced in *Tmem173*^iΔmye^ mice (**Figure S10E-F**). Since Toll-like receptors (TLRs) are the predominant sensor of microbiota-derived PAMPs and are also upstream adaptor protein of type I IFN, we treat WT and STING KO BMDMs and BMDCs with lipopolysaccharide (LPS). The deletion of STING failed to reverse the induction of type I IFN-related genes and IL-12 family genes upon LPS stimulation in BMDMs (**Figure 6E**). Likewise, the expression of *Ifnb1*, IL-12 family genes and DC marker *Cd86* still obviously increased in STING-deficient BMDCs in response to LPS (**Figure 6E**). The deletion of STING also failed to reverse the immune activation induced by other bacterial components, such as MDP (NLRs activator), peptidoglycan (TLR2 activator) and flagellin (TLR5 activator) in BMDMs and BMDCs (**Figure S10G**). The co-localization of STING, CD11b and CD11c and the numbers of CD11b^+^CD11c^+^ cells further supported above findings (**Figure S10G-H**). These data demonstrated that bacteria and bacteria-produced PAMPs are not involved in either the pathogenic roles of STING activation in colonic inflammation or the protective effects of STING deficiency against colitis.

We then hypothesized that DAMPs activated myeloid STING in response to intestinal epithelial damage. Based on the above results showing that DCs, rather than macrophages, predominantly produce IL-12 family cytokines in colitis, we conducted following experiments using BMDCs instead of BMDMs. As shown in **Figure 6F**, treatment with 100 ng/mL TNF-α resulted in significant injuries in primary colonic organoids. These injuries were characterized by PI permeabilization and epithelial destruction, which mimicked the damage observed in colitis-induced intestinal epithelial damage. The conditioned medium of damaged colonic organoids dramatically induced the expression of *Tmem173*, *Ifnb1*, *Il12a*, *Il12b,* and *Il23a* in WT BMDCs. However, these effects were almost totally blunted in STING KO BMDCs (**Figure 6G-I**).

To investigate whether DAMPs were transported *via* extracellular vesicles (EVs) system as reported previously 11, colonic organoids were pre-treated with GW4869 to inhibit the release of damage-associated EVs. Conditioned medium was also incubated with DNase and RNase to remove cell free DNA and RNA, respectively. BMDCs were co-treated with Dynasore to restrict endocytosis of either damage-associated EVs or cell free nucleotide (**Figure 6J**). Collectively, as depicted in **Figure 7F**, compared to CM (TNF-α) group, only CM (TNF-α) +DNase group and CM (TNF-α) +Dynasore group exhibited significant lower mRNA levels of *Tmem173*, *Ifnb1*, *Il12a*, *Il12b,* and *Il23a*.This suggests that the uptake of damage-associated cell free DNA through endocytosis, but not RNA or EVs, played a crucial role in activating the STING pathway in BMDCs, leading to the induction of IL-12 family gene expression (**Figure 6K**).

As anticipated, cell-free DNA fragments were released from TNF-α-damaged colonic organoids into the conditioned medium (**Figure 6L**), and were then uptake by BMDCs, as illustrated by the presence of DRAQ5-labeled damage-associated DNA fragments (**Figure 6M**). To determine the source of these DNAs, qPCR was performed to examine mitochondrial genes *mt-12S1*, *mt-Co3*, and *mt-Cytb* and nuclear gene *RN-18S*. The results showed that mtDNAs instead of nuclear DNAs were enriched in the conditioned medium derived from damaged organoids (**Figure 6N**). The removal of mtDNA by Ethidium Bromide (EtBr), a commonly used mtDNA specific eliminator, significantly blunted the expression of *Tmem173*, *Ifnb1*, *Il12a*, *Il12b,* and *Il23a* in BMDCs induced by the CM-derived damaged colonic organoid (**Figure 6O**). Notably, the protein level of mitochondrial nucleoid organizing protein TFAM was also increased in the conditioned medium (**Figure 6P**), which has been reported to enhance the detection of mtDNA by cGAS through DNA prearrangement 16. Furthermore, through IP using a TFAM-specific antibody, we found that most of the DNA fragments in the conditioned medium were associated with TFAM and identified as mtDNA (**Figure 6Q**). The immunoprecipitated TFAM-mtDNA complex, free mtDNA isolated from the TFAM-IP precipitate, and the supernatant of TFAM-IP were prepared based on the same volume of CM (TNF-α) used in other experiments in **Figure 6**, and were used to stimulate BMDC. As shown in **Figure 6R**, only TFAM-mtDNA complex from CM (TNF-α) could activate BMDC, while other treatments, including purified mtDNA extracted from liver (about 1.2 ng/μL final concentration as a mtDNA control) failed to trigger responses in BMDCs. These results demonstrated that TFAM-associated, but not free, mtDNA derived from damaged colonic epithelial activated STING and its downstream IL-12 signaling in BMDCs.

### Inducing myeloid STING knockout at different time points has opposite effects on the progression of colitis-associated tumorigenesis

Patients with colitis have substantial risk of developing colitis-associated carcinoma (CAC) 17. To further explore whether myeloid-specific STING knockout at the inflammation phase protects tumorigenesis, we established an AOM/DSS-induced CAC murine model. We intraperitoneally injected TAM into mice prior to DSS induction to ablate myeloid STING before the occurrence of inflammation (referred as *Tmem173*^fl/fl^ AOM+DSS-P group and *Tmem173*^iΔmye^ AOM+DSS-P group) (**Figure 7A**). As anticipated, following the induction of AOM/DSS, there was a notable increase in the survival rate of mice with myeloid ablation of STING compared to *Tmem173*^fl/fl^ mice, while the body weight gain had no significant difference between two groups (**Figure 7B and S11A**). The deficiency of myeloid STING also resulted in significant protection against tumor development, as evidenced by reduced tumor numbers and volumes (**Figure 7C-D**). H&E staining of colon sections supported these findings (**Figure 7E**). The mRNA levels of *Tmem173*, and inflammatory genes associated with colitis progression were all significantly downregulated, while the expression of genes involved in cytotoxic lymphocyte (CTL)-mediated tumor immunity, including *Gzmb*, *Perforin*, and *Cd8* were all significantly elevated in *Tmem173*^iΔmye^ AOM+DSS-P group, when compared with *Tmem173*^fl/fl^ mice **(Figure 7F-G)**. These results demonstrate that early myeloid STING deletion can delay tumor occurrence and hinder tumor favoring cytokine-induced cell proliferation by alleviating excessive colonic inflammation. Importantly, it does not impede the process of anti-tumor immunity; instead, it enhances CTL function.

Inspired by the contrasting disease progression observed in neonatal and adult myeloid STING KO mice, we conducted further investigations to determine if myeloid STING KO after tumor formation would yield different outcomes. We thus performed TAM administration after three circles of AOM/DSS induction (referred as *Tmem173*^fl/fl^ AOM+DSS-L group and *Tmem173*^iΔmye^ AOM+DSS-L group) (**Figure 7H**). 

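RNA-seq was performed on tumors of 3 Tmem173fl/fl AOM+DSS-L mice, in which Tmem173 (the gene encoding STING) is flanked by loxP sites, and of 3 Tmem173iΔmye AOM+DSS-L mice, in which TAM induces its deletion in myeloid cells. The authors deposited the number of reads they counted on each gene, together with FPKM values made from these counts. Tmem173 lies on the minus strand of chromosome 18 of GRCm38, from 35733678 to 35740554. It had 1748, 2911 and 1705 counts in replicates 1, 2 and 3 of the Tmem173fl/fl tumors and 2291, 2245 and 1953 counts in replicates 1, 2 and 3 of the Tmem173iΔmye tumors. As CPM, with library sizes normalized by TMM, these were 136 ± 49.8 (SD, n = 3) and 136 ± 10.9 (SD, n = 3). The log2 fold change of Tmem173 for Tmem173iΔmye over Tmem173fl/fl was 0.0015 (SE 0.24, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The counts of the groups overlapped, so Tmem173 in whole tumor RNA does not tell the genotypes apart. Between 15329810 and 16533732 reads per tumor were counted on genes, with a median of 15556916 in Tmem173fl/fl and 15801391 in Tmem173iΔmye tumors. A total of 16426 of the 54532 listed genes had a mean FPKM of at least 0.5 and were tested. No gene had an adjusted p-value under 0.05. The smallest adjusted p-value was 0.742, and 1008 genes had an unadjusted p-value under 0.05. Of these, 349 also had an absolute log2 fold change of at least 1, of which 207 were higher and 142 lower in Tmem173iΔmye tumors. Testing all 30939 genes with any count moved this number most, to 872. Among the genes higher in Tmem173iΔmye tumors with the smallest p-values, Irgm2 had a log2 fold change of 1.59 (SE 0.30) and Dpt of 1.08 (SE 0.20), and among the lower ones Lrrn3 had -3.21 (SE 0.45) and Dlk1 -3.94 (SE 0.64). The adjusted p of each of them was 0.742 from edgeR. The deviations of same-numbered tumors from their group means had a mean correlation across genes of 0.159. By replicate number it was 0.31, 0.0085 and 0.15 for replicates 1, 2 and 3. The mean for differently numbered tumors was -0.079, with a highest value of 0.22. Deviations from a group mean sum to 0, so this mean follows from the 0.159 and is no separate comparison. With the replicate number as a block, 0 genes had an adjusted p under 0.05 and 377 passed both limits, 251 higher and 126 lower, of which 270 also passed them without the block. Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) had 3547, 2875 and 2655 counts in Tmem173fl/fl replicate 1 and Tmem173iΔmye replicates 1 and 2 and at most 2 counts in each of the other tumors, so the sexes were not balanced between the groups.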

There was no significant difference in the number and volume of tumors between these two groups before TAM induction (**Figure S11B-C**). Interestingly, the ablation of myeloid STING after tumor formation in turn lead to more severe tumor growth comparable to *Tmem173*^fl/fl^ mice (**Figure 7I-L** and **Figure S11D**). Cibersort analysis baes on RNA-seq results further suggested an overall “cold” or immunosuppressive tumor environment (**Figure S12A**). 

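For each of 14 immune cell signatures, lists of marker genes written before the values were examined, a single-sample enrichment score (ssGSEA) was computed in every tumor from log2(FPKM + 1). The score is high where the signature's genes rank above the other genes of the same tumor. The mean score was higher in Tmem173iΔmye than in Tmem173fl/fl AOM+DSS-L tumors for 12 signatures and lower for 2. The natural killer cell score was 1775 ± 260.0 (SD, n = 3) in Tmem173iΔmye and 939 ± 320 (SD, n = 3) in Tmem173fl/fl tumors. The plasmacytoid dendritic cell score was 2862 ± 181 (SD, n = 3) and 2093 ± 373 (SD, n = 3). In both of these signatures, every Tmem173iΔmye tumor scored above every Tmem173fl/fl tumor (exact two-sided permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). The mean log2(CPM + 1) of the plasmacytoid dendritic cell genes overlapped between the groups, at 5.02 ± 0.23 (SD, n = 3) and 4.78 ± 0.33 (SD, n = 3, exact permutation p = 0.4). Adjusted over the 14 signatures by the Benjamini-Hochberg method, the smallest exact p was 0.7. The macrophage score was 2490 ± 431 (SD, n = 3) in Tmem173iΔmye and 2348 ± 238 (SD, n = 3) in Tmem173fl/fl tumors, a difference smaller than the spread between mice (exact permutation p = 0.6). The cytotoxic lymphocyte score was -3602 ± 1399 (SD, n = 3) and -4735 ± 573 (SD, n = 3), with overlapping groups (exact permutation p = 0.3). The scores of Th17 cells (exact permutation p = 0.8) and of B cells (exact permutation p = 0.7) were lower in Tmem173iΔmye tumors. Without Tmem173iΔmye replicate 1, the choice that moved the count most, 4 signatures were lower.

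**Figure D1:**
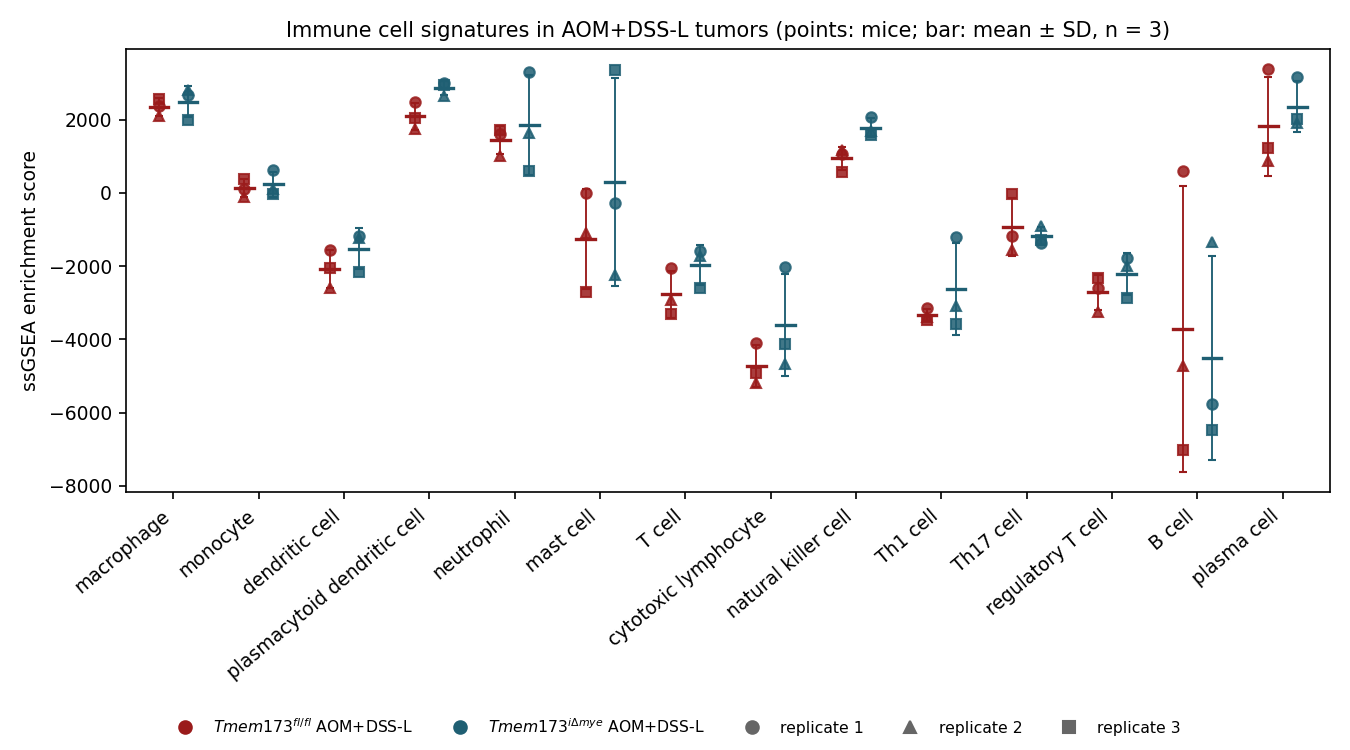
ssGSEA score of each immune cell signature in the 3 Tmem173fl/fl and 3 Tmem173iΔmye AOM+DSS-L tumors, with each point a tumor. The mean was higher in Tmem173iΔmye tumors for 12 of the 14 signatures, and the groups do not overlap for natural killer and plasmacytoid dendritic cells.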

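Gene sets were compared between the Tmem173iΔmye and Tmem173fl/fl AOM+DSS-L tumors with limma's camera, which tests whether the genes of a set rank above or below the other genes, with a correlation between genes preset to 0.01 and adjustment over 19 sets. All 49 genes of the type I interferon response set had a log2 fold change above 0 for Tmem173iΔmye over Tmem173fl/fl, with a median of 0.98 (adjusted p = 5.94e-30). Their mean log2(CPM + 1) was 5.02 ± 0.58 (SD, n = 3) in Tmem173iΔmye and 4.14 ± 0.37 (SD, n = 3) in Tmem173fl/fl tumors, without overlap (exact two-sided permutation p = 0.1). Without Tmem173iΔmye replicate 1, the median log2 fold change was 0.48. With the replicate number as a block, where same-numbered tumors had the correlation of 0.159, the median was 0.94 (adjusted p = 1.77e-43 from camera). The genes of this set rose and fell together across tumors, with an estimated correlation of 0.74. With this correlation in place of the preset one, the adjusted p was 0.429, and with limma's fry, a test by rotation that moved the result most, it was 0.499. In this set, Ifit3 had a log2 fold change of 2.12 (SE 0.47) and Usp18 of 1.01 (SE 0.26). Their adjusted p over all genes was 0.742 from edgeR, and Ifit3 can share reads with its near-identical copy Ifit3b. In the cytosolic DNA sensing set, 23 of 38 genes had a log2 fold change above 0, with a median of 0.12 (adjusted p = 0.0163 from camera). With the block it was 0.11 (adjusted p = 0.00457), and with samples rescaled to their sum without the 20 highest genes it was -0.011, where the median of all genes was -0.094. The mean log2(CPM + 1) of its genes was 5.44 ± 0.27 (SD, n = 3) in Tmem173iΔmye and 5.20 ± 0.05 (SD, n = 3) in Tmem173fl/fl tumors, without overlap (exact permutation p = 0.1). All 25 genes of MHC class I presentation were above 0, with a median of 0.79 (adjusted p = 5.93e-09 from camera), and with the block 0.71 (adjusted p = 3.44e-20). The mean levels of these genes overlapped between the groups, at 7.13 ± 0.86 (SD, n = 3) in Tmem173iΔmye and 6.44 ± 0.39 (SD, n = 3) in Tmem173fl/fl tumors (exact permutation p = 0.3). Their median log2 fold change was 0.15 without Tmem173iΔmye replicate 1. For MHC class II presentation, 11 of 15 genes were above 0, with a median of 0.38 (adjusted p = 0.00122 from camera), and with the block 0.41 (adjusted p = 2.85e-11). Reads of the H2 genes in both sets can be split between similar copies. The median of 22 macrophage genes was 0.12 (adjusted p = 0.0634 from camera), and with the block 0.15 (adjusted p = 0.0754). The median of 17 dendritic cell genes was 0.32 (adjusted p = 0.0144 from camera), and with the block 0.33 (adjusted p = 0.00946). With the estimated correlation, the adjusted p was 0.429 for cytosolic DNA sensing, for both MHC sets and for dendritic cells. With the presence of Y-linked reads as a covariate, chosen after the values were seen, the medians for MHC class II and dendritic cells were 0.28 (adjusted p = 0.0846) and 0.16 (adjusted p = 0.162).

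**Figure D2:**
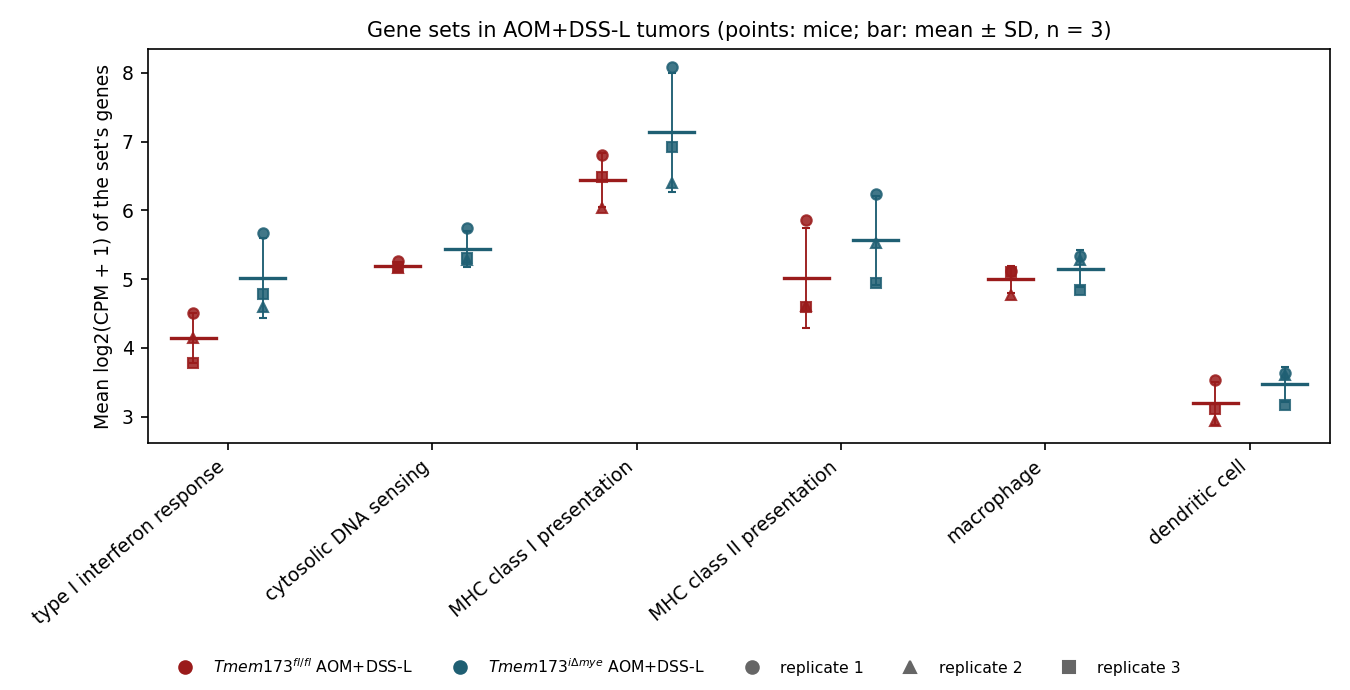
Mean log2(CPM + 1) of the genes of each set in the 3 Tmem173fl/fl and 3 Tmem173iΔmye AOM+DSS-L tumors, with each point a tumor and lines for the mean ± SD. The type I interferon genes averaged 4.14 in Tmem173fl/fl and 5.02 in Tmem173iΔmye tumors, and the groups do not overlap for these genes or for cytosolic DNA sensing.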

The mRNA levels of *Tmem173*, tumor favoring inflammatory genes and IL-12 family genes were all remarkably increased in the tumor of *Tmem173*^iΔmye^ mice (**Figure 7M**), in line with suppressed STING-related type I IFN pathways, and impaired antigen presentation, and macrophage and DC activation (**Figure S12B-D**). 

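In the T cell set, 16 of 18 genes had a log2 fold change above 0 for Tmem173iΔmye over Tmem173fl/fl AOM+DSS-L tumors, with a median of 0.59 (adjusted p = 2.08e-04 from camera). With the replicate number as a block, for which the correlation of same-numbered tumors was 0.159, it was 0.61 (adjusted p = 2.30e-04). The mean log2(CPM + 1) of these genes was 2.92 ± 0.25 (SD, n = 3) in Tmem173iΔmye and 2.51 ± 0.39 (SD, n = 3) in Tmem173fl/fl tumors (exact two-sided permutation p = 0.2). In the cytotoxic lymphocyte set, 12 of 14 genes were above 0, with a median of 0.73 (adjusted p = 2.08e-04 from camera), and with the block 0.80 (adjusted p = 1.57e-05). Their mean log2(CPM + 1) was 1.87 ± 0.44 (SD, n = 3) and 1.41 ± 0.33 (SD, n = 3), and the groups overlapped (exact permutation p = 0.3). Camera with the correlation estimated from the data gave an adjusted p of 0.429 for both sets. Gzmb, on chromosome 14 from 56258838 to 56262260, had 49, 26 and 23 counts in the Tmem173fl/fl and 120, 83 and 89 counts in the Tmem173iΔmye tumors. Its CPM was 6.13 ± 1.24 (SD, n = 3) in Tmem173iΔmye and 2.09 ± 0.95 (SD, n = 3) in Tmem173fl/fl tumors, a log2 fold change of 1.55 (SE 0.38, adjusted p = 0.742 from edgeR). With the block it was 1.61 (adjusted p = 0.342 from edgeR). Prf1, which encodes Perforin, lies on chromosome 10 from 61297833 to 61304680 and had 5, 3 and 9 counts in the Tmem173fl/fl and 16, 9 and 3 counts in the Tmem173iΔmye tumors, under the filter of a mean FPKM of 0.5. Its log2 fold change of 0.72 (SE 0.73, adjusted p = 0.767 from edgeR) was no larger than its error, and with the block it was 0.62 (adjusted p = 0.928). Cd8a, on chromosome 6 from 71373427 to 71379173, had 48, 11 and 20 counts in the Tmem173fl/fl and 72, 25 and 33 counts in the Tmem173iΔmye tumors, with a log2 fold change of 0.70 (SE 0.62, adjusted p = 0.788 from edgeR). With the block it was 0.79 (adjusted p = 0.579). Cd8b1 had 10, 3 and 1 counts in the Tmem173fl/fl and 15, 5 and 3 counts in the Tmem173iΔmye tumors, also under the filter, with a log2 fold change of 0.69 (SE 0.87, adjusted p = 0.820 from edgeR).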

T cell chemotaxis and activation, T cell-mediated cytotoxicity and other immune responses to tumor cells were also inhibited by lateral myeloid STING KO after tumor formation (**Figure S11E-F**, and **Figure S12B-D**), which is further supported by qPCR results showing downregulated *Gzmb*, *Perforin*, and *Cd8* (**Figure 7N**)**.** As depicted in **Figure S12E**, both the number of CD8^+^ cells and the co-localization of CD8 and Perforin were remarkably decreased in tumor of *Tmem173*^iΔmye^ AOM+DSS-L group, suggesting a malfunction in CTL-mediated tumor immunity following myeloid STING depletion. The results indicated that deleting STING in myeloid cells before the onset of inflammation alleviated AOM/DSS-induced CAC. Conversely, eliminating STING in myeloid cells after tumor formation enhanced tumor growth by modifying the tumor microenvironment to a more immunologically inactive state.

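Of the 8 gene sets compared for the AOM+DSS-L tumors (type I interferon response, cytosolic DNA sensing, MHC class I and class II presentation, macrophages, dendritic cells, T cells and cytotoxic lymphocytes), all had a median log2 fold change above 0 for Tmem173iΔmye over Tmem173fl/fl, and cytosolic DNA sensing alone had a median below 0 without Tmem173iΔmye replicate 1 (-0.022). All 8 medians were lower without that tumor. The median fell from 0.98 to 0.48 for type I interferon and from 0.79 to 0.15 for MHC class I, so that tumor carried much of these differences. The 30 genes of the interferon-gamma response had a median of 1.59 (adjusted p = 9.74e-18 from camera), and their mean levels overlapped between the groups (exact two-sided permutation p = 0.2). This p-value uses the preset correlation between genes, while the correlation estimated for this set was 0.92, with which the adjusted p was 0.429, and fry gave 0.499. Without Tmem173iΔmye replicate 1 the median was 0.42. With the replicate number as a block and the correlation of 0.159 between same-numbered tumors, the median was 1.34 (adjusted p = 1.57e-36 from camera). The paper states that the type I IFN pathways, antigen presentation, the activation of macrophages and DCs, and T cell chemotaxis, activation and cytotoxicity were suppressed in Tmem173iΔmye AOM+DSS-L tumors (Fig. S11E-F, Fig. S12B-D). It adds lower Gzmb, Perforin and Cd8 in qPCR (Fig. 7N), and from the staining of CD8 and Perforin (Fig. S12E) it proposes that the tumor immunity mediated by CTLs was impaired. The paper concludes that deleting STING in myeloid cells once tumors have formed promotes their growth through an immunologically inactive microenvironment.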

## Discussion

STING activation in myeloid cells has emerged as a critical immune factor in the pathogenesis of UC 5, 11. In N153S mice with constitutive activation of STING, STING in CD11b^+^ myeloid cells induced severe colonic inflammation through enhancing protein stabilization mediated by K63-linked ubiquitination 6. Besides, Ahn and coworkers previously shown that specific knockout of STING in mononuclear phagocytes, including Lysm^+^ cells and CD11c^+^ cells, inhibited tumor formation in response to AOM/DSS induction 7. In our data, myeloid deletion of STING in adult mice significantly ameliorated DSS-induced acute and chronic colitis. These results all suggested that blockade of myeloid STING may become a potential therapeutic target for the treatment of excessive inflammation in colitis and CAC. Although it was generally believed that the suppression of STING signaling effectively relieved colitis, Canesso *et al.* found that mice with congenital knockout of STING were defective in the development of mucosal barrier and intestinal immune system, which led to ultimate aggravation of colitis 10. Moreover, it was demonstrated that ablation of cGAS exacerbated colitis and CAC due to intestinal stem cell deficiency and impaired intestinal barrier integrity 18. Our results also found that the deletion of myeloid SING in newborn mice exacerbated adult-onset of colonic inflammation. Despite the need for further evidence, we can infer from the accumulation of immature macrophages following myeloid STING knockout in adult mice that the congenital absence of myeloid STING may disrupt the establishment of intestinal immune homeostasis, thereby exacerbating the pathological manifestations of colitis. Notably, Zhang *et al.* recently reported that STING1 localized to the nucleus to activate transcription factor aryl hydrocarbon receptor (AHR) and competitively inhibited IRF3-meidated immune response. This nuclear STING ameliorated DSS-induced colitis by restoring gut microbial homeostasis. This finding offers another possible explanation for the protective effects of STING. However, the authors also noticed that 2'3'-cGAMP possessed higher affinity to STING when compared with the ARH ligands, and can direct AHR ligand-mediated nuclear translocation of STING to ER-ERGIC transportation, favoring canonical IRF3 activation. This suggests that nuclear STING may preferentially maintain intestinal immune tolerance in the homeostatic colon, while in the presence of DAMPs, the cGAS-STING-IRF3 pathway primarily licenses excessive inflammation 19. The paradoxical effects of STING knockout at different stages of disease progression observed in various conditions are also evident in the colitis-associated cancer transformation process. The constraint of STING activity before cancer initiation protects against tumor development, which is consistent with a recent study 7. However, once tumors have formed, STING deletion promotes the generation of an immunosuppressive microenvironment, thereby enhancing tumor growth. These findings emphasize the need for careful consideration of the timing of STING targeting in colitis treatment, based on the intestinal immune environment response and disease progression status, to maximize therapeutic benefits without inadvertently promoting disease progression.

Intestinal DCs are believed to function as crucial initiators and regulator of innate and adaptive immune responses in mucosal barrier. Different subsets of DCs exhibited distinct functions on the severity of colitis in murine models 20. Various studies have demonstrated that CD11b^+^CD11c^+^ DCs accelerated the pathogenesis of colitis by producing massive inflammatory cytokines, such as TNF-α, IL-6, IL-17, IL-12, IL-8 and IFN-γ, in DSS-induced murine model 21, 22. Moreover, CD11b^+^CD11c^+^ DCs induced intestinal inflammation through promoting mucosal Th17 cell expansion and IL-17 responses *via* IL-23 release 14, 23, 24. Th1 differentiation were also promoted by intestinal CD11b^+^CD11c^+^ DCs 25, 26. In accordance with previous studies, our findings demonstrate that myeloid STING deletion effectively impairs the differentiation of Th1 and Th17 cells in colitis. This impairment in T helper cell differentiation can mostly be attributed to the reduced infiltration of CD11b^+^CD11c^+^DC cells associated with myeloid STING knockout. On the other hand, CD11b^-^CD11c^+^ DCs are helpful in maintaining intestinal mucosal tolerance and balancing the function of Treg cells and Th1 cells *via* producing retinoic acid, which is essential for the development of Foxp3^+^ iTreg cells, in condition of intestinal inflammation 21, 27. Although CD11b^-^CD11c^+^ DCs are usually not myeloid cell-derived DCs, our evidences showed that myeloid knockout of STING significantly inhibited CD11b^-^CD11c^+^ DC expansion with unknown mechanism. However, the proportion of Treg cells was not altered in colitic *Tmem173*^iΔmye^ mice.

Clinically, heterodimer proteins IL-12 p35/p40 and IL-23 p19/p40 have been known to link innate immunity and T helper cell-mediated adaptive immunity in excessive intestinal inflammation 28-31. Large genome-wide association studies (GWAS) also identified IL-23 receptor (IL-23R) as the susceptibility locus of UC and CD 32. Several experimental studies further demonstrated that ubiquitous transgenic expression of IL-23 p19 contributed to severe colitis 33 and knockdown of IL-12/IL23 p40 ameliorated intestinal inflammation in various experimental colitis model 34. Since patients with IBD lost response to TNF inhibitors after long-term treatment in clinical practice, the exploration of biological agents targeting IL-12 and IL-23 is emerging, such as ustekinumab, briakinumab, guselkumab, brazikumab and mirikizumab. Our results indicated that the absence of myeloid STING significantly decreased the levels of *Il12b*, *Il12a*, and *Il23a* in colitis and the deletion of STING in DMXAA-treated BMDMs/BMDCs noticeably suppressed pathways related to the IL-12 family and IL-12/IL-23 production. We further confirmed that the production of *Il12b* and *Il23a* in response to STING activation is primarily observed in BMDCs rather than BMDMs, which is in line with previous studies 35. Intriguingly, tissue-infiltrating neutrophils have also been identified as a potential source of IL-23 production 36, and the proportion of neutrophils was found potentially decreased upon myeloid STING KO in our study. Therefore, neutrophil function and neutrophil-mediated IL-23 release in the development is also worth further discovery.

Our findings further addressed more critical questions: what stimulus activate STING in BMDCs, and how does STING activation directly regulate the transcription of the IL-12 family? Emerging evidences demonstrated that the damage to mucosal barrier integrity could trigger subsequent inflammatory cascade responses, including cGAS-STING pathway sensing damage-related endogenous or bacterial dsDNA 37, 38. Contrary to the previous belief that damage-associated EV or gut microbiota-secreted c-di-GMP mediate STING activation in the colon, our research suggests that following intestinal epithelial cell damage, cell membrane rupture leads to the release of TFAM-associated mtDNA into the tissue space, ultimately mediates STING activation as DAMPS. Moreover, the association of mtDNA with certain protein scaffold and endocytosis-mediated uptake are essential for the sensing of these protein-mtDNA complex by cGAS pathway in DC cells and downstream upregulation of IL-12 family cytokines. The activation of STING can further induce the expression of type I IFNs and ISGs through the classical IRF3 pathway or mediate the phosphorylation of IKKε, leading to non-canonical crosstalk with the NF-κB pathway. However, it remains unclear whether STING activation can directly regulate the transcription of IL-12 family cytokines, and whether this regulatory mechanism depends on selective IRF3 activation or IKKε phosphorylation. Although previous studies have reported that in many inflammatory or autoimmune diseases, the activation of NF-κB is the main regulatory mechanism for the transcription of IL-12 and IL-23 39-41. However, there is a lack of experimental evidence regarding whether IRF3 can regulate the expression of IL-12 family genes. Based on our research, although it is difficult to draw conclusive and exclusive conclusions, both IRF3 and NF-κB are crucial and indispensable for the induction of IL-12 family cytokines. Our study only utilized inhibitors, which posed limitations in terms of inhibitor specificity, thus further research using genetic knockout approaches is warranted. Nonetheless, it is encouraging that we have indeed identified multiple potential binding sites for IRF3 in the promoter regions of IL-12 family genes, even more than NF-κB binding sites. This finding suggests that the activation of the downstream IRF3 pathway of STING, not only through type I IFNs, but also directly through the transcription of inflammatory cytokines, can directly participate in the regulation of adaptive immunity, opening up new avenues of research.

In summary, our study demonstrated that myeloid-specific deletion of STING in adult mice significantly ameliorated acute and chronic experimental colitis and provided protection against tumorigenesis. We also identified that damaged colonic epithelial cells released a protein-mtDNA complex, activating the STING-IRF3/NF-κB pathway in DCs. Myeloid STING knockout suppressed the expression of IL-12 family cytokines in DCs, leading to an improvement in colonic immune homeostasis by regulating Th1 and Th17 cell differentiation.

## Conclusion

Our findings comprehensively analyzed STING activation in colitis, shedding light on its origin, target cells, downstream signaling pathways, and effects on adaptive immunity. This study offers compelling evidence to support the targeted inhibition of STING activity for the treatment of colitis and related inflammatory cancer transformation, presenting new avenues for innovative therapeutic strategies.

## Supplementary Material

Supplementary materials and methods, figures.

## Figures and Tables

**Figure 1:**
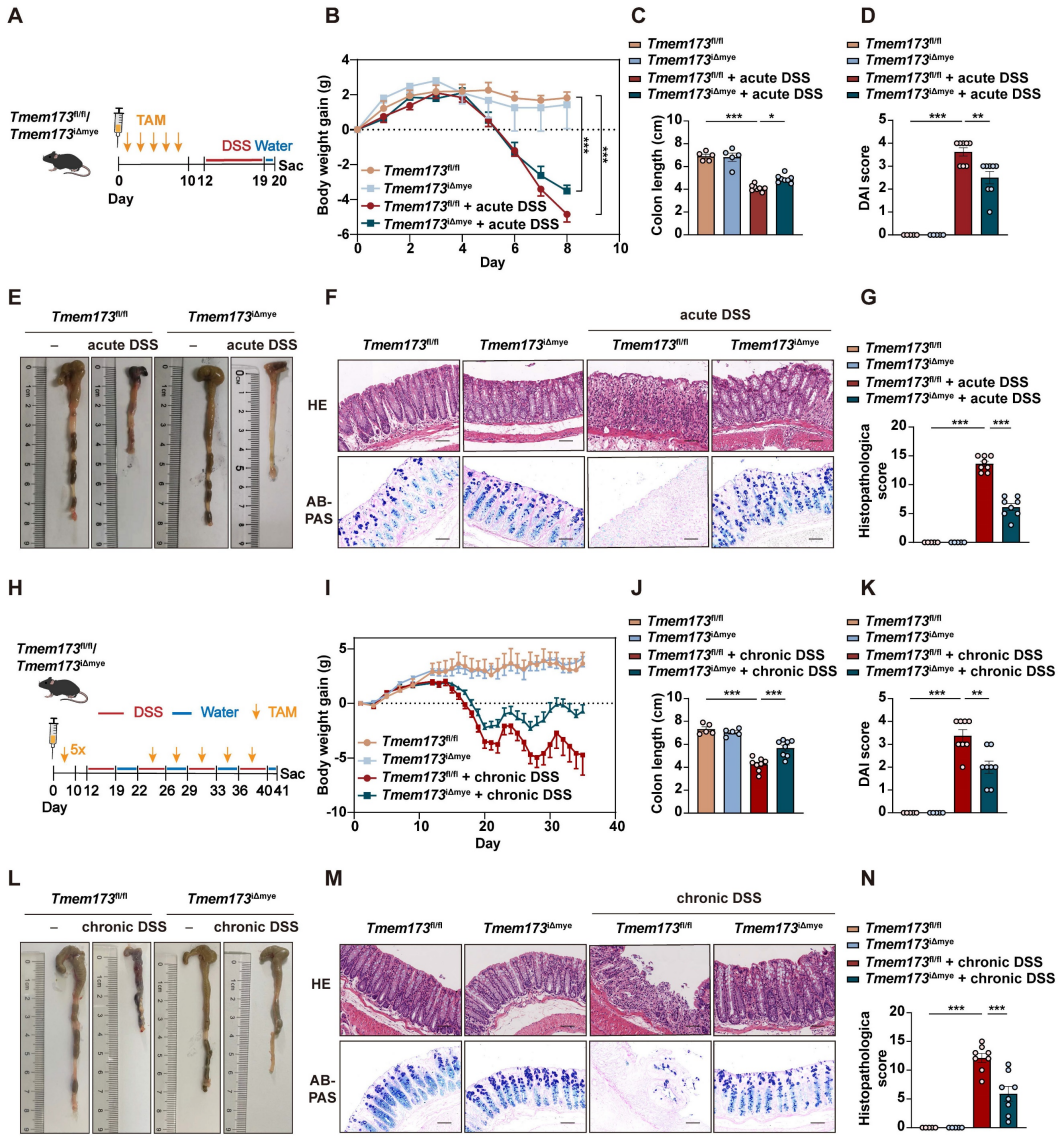
** Myeloid-specific knockout of STING in adult mice ameliorates DSS-induced acute and chronic colitis. (A-G)** *Tmem173*^fl/fl^ mice and* Tmem173*^iΔmye^ mice were induced by acute DSS colitis after tamoxifen (TAM) treatment. **(A)** Animal experimental design. **(B)** Body weight gain. **(C)** Colon length. **(D)** DAI score. **(E)** Representative colon pictures. **(F)** Representative H&E and AB-PAS staining of colonic sections. **(G)** Histopathological score. **(H-N)** *Tmem173*^fl/fl^ mice and* Tmem173*^iΔmye^ mice were induced by chronic DSS colitis after TAM treatment. **(H)** Animal experimental design. **(I)** Body weight gain. **(J)** Colon length. **(K)** DAI score. **(L)** Representative colon pictures. **(M)** Representative H&E and AB-PAS staining of colonic sections. **(N)** Histopathological score. Scale bars, 100 μm. Values represent the mean ± S.E.M. of at least five mice in each group. Statistical significance: *p < 0.05, **p < 0.01, ***p < 0.001.

**Figure 2:**
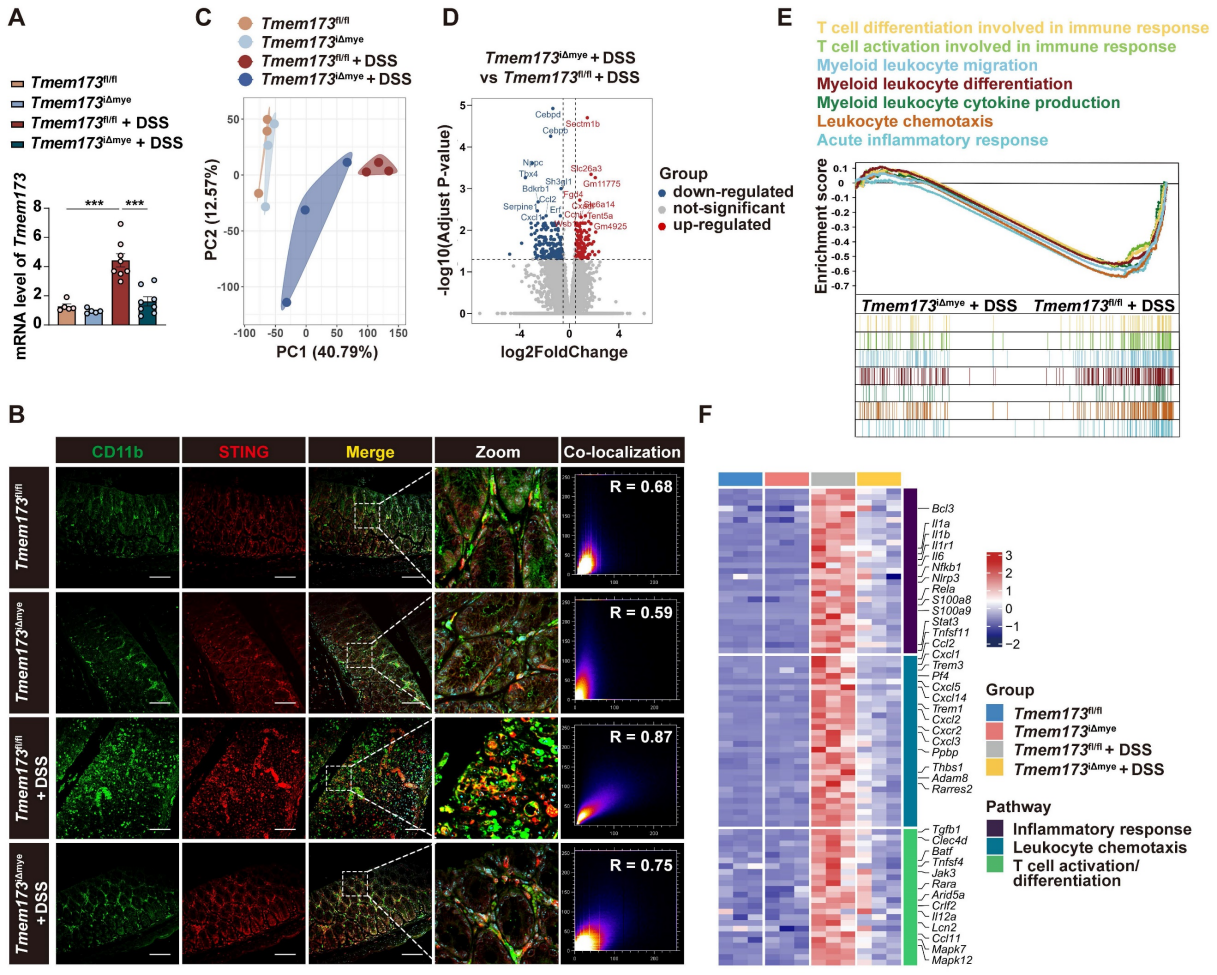
** Effects of myeloid-specific knockout of STING on innate immunity and adaptive immunoregulation. (A)** Relative mRNA levels of *Tmem173* in the colon. **(B)** Representative immunofluorescent co-staining of CD11b and STING of colonic sections. **(C)** The principal components analysis (PCA). **(D)** Volcano plot of DEGs in *Tmem173*^iΔmye^ + DSS *vs Tmem173*^fl/fl^ + DSS. Down-regulated genes are in blue and up-regulated genes are in red. The cutoff values |log2FoldChange| < 0.5 and adjusted p value < 0.05 were utilized to identify differentially expressed genes. **(E)** GSEA analysis on pathways related to innate and adaptive immune responses in *Tmem173*^iΔmye^ + DSS *vs Tmem173*^fl/fl^ + DSS. Scale bars, 100 μm. **(F)** DEGs in pathways related to inflammatory response, leukocyte chemotaxis and T cell activation/differentiation. Values represent the mean ± S.E.M. of at least five mice in each group. Statistical significance: ***p < 0.001.

**Figure 3:**
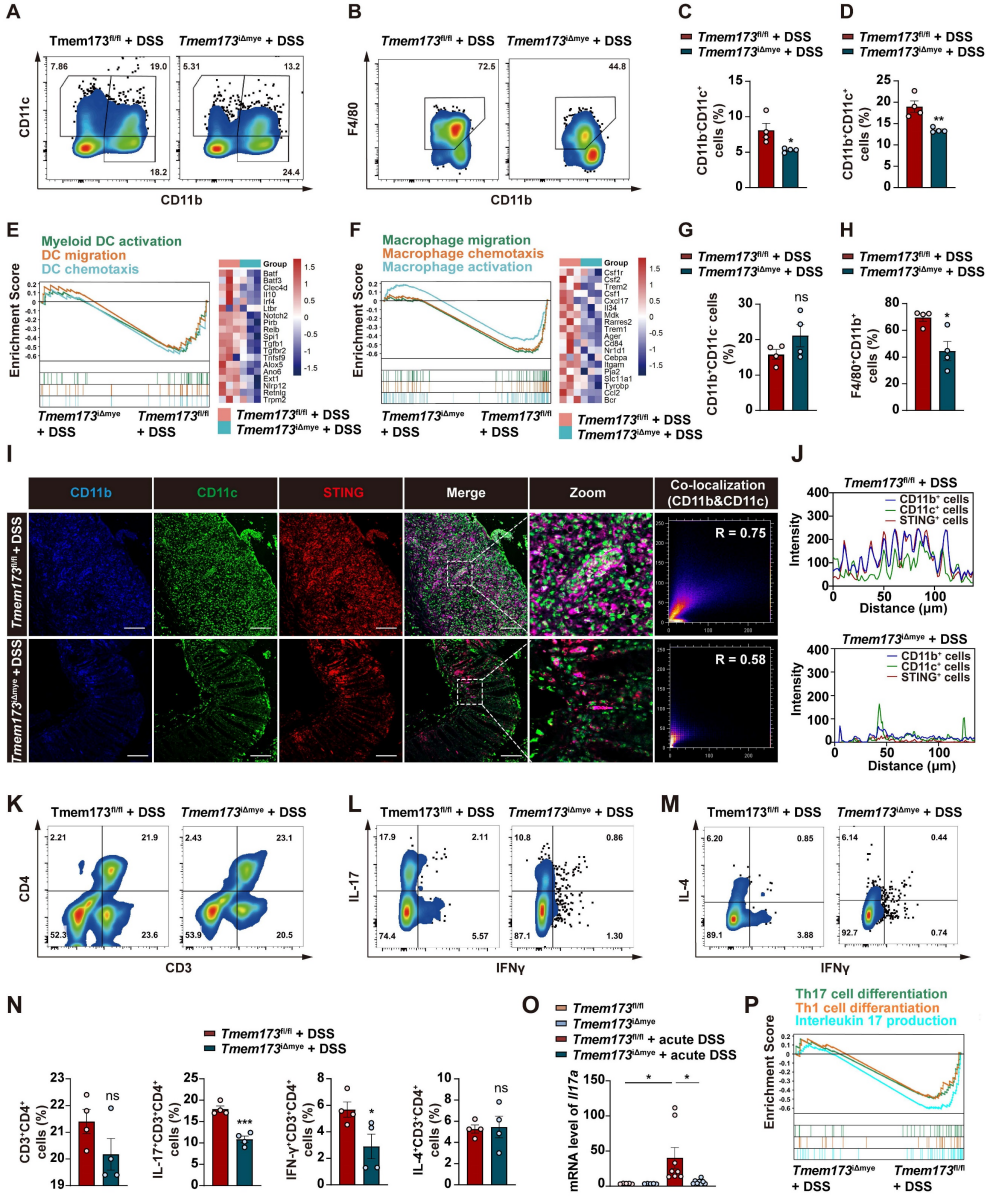
** Effects of myeloid cell-specific STING deletion on DC and macrophage infiltration and Th1/Th17 cell activation in colitis. (A-D, G-H)** Representative flow cytometry results and quantitative analysis of CD11b^-^CD11c^+^ DCs, CD11b^+^CD11c^+^ DCs, CD11b^+^CD11c^-^ monocytes and F4/80^+^CD11b^+^ macrophages in the colonic lamina propria. **(E)** GSEA analysis on pathways related to DC activation, migration, and chemotaxis in *Tmem173*^iΔmye^ + DSS *vs Tmem173*^fl/fl^ + DSS. The relative expression of genes in the leading-edge subset of GSEA analysis is shown alongside as a heatmap. **(F)** GSEA analysis of pathways related to macrophage activation, migration, and chemotaxis in *Tmem173*^iΔmye^ + DSS *vs Tmem173*^fl/fl^ + DSS and heatmap. **(I-J)** Representative immunofluorescence co-staining of CD11b, CD11c and STING in the colon and the quantitative analysis. The co-localization of CD11b and CD11c in *Tmem173*^fl/fl^ + DSS group and *Tmem173*^iΔmye^ +DSS group were calculated with overlap coefficient R. **(K-N)** Representative flow cytometry results and quantitative analysis of CD3^+^CD4^+^ T cells, IL-17^+^ CD3^+^CD4^+^ Th17 cells, IFNγ^+^CD3^+^CD4^+^ Th1 cells, and IL-4^+^CD3^+^CD4^+^ Th2 cells in the colonic lamina propria. **(O)** Relative mRNA levels of *Il17a* in the colon. **(P)** GSEA analysis on pathways related to Th1 and Th17 differentiation, and IL-17 production in *Tmem173*^iΔmye^ + DSS *vs Tmem173*^fl/fl^ + DSS. Scale bars, 100 μm. Values represent the mean ± S.E.M. of at least four mice in each group. Statistical significance: ns, not significant, *p < 0.05, **p < 0.01, ***p < 0.001.

**Figure 4:**
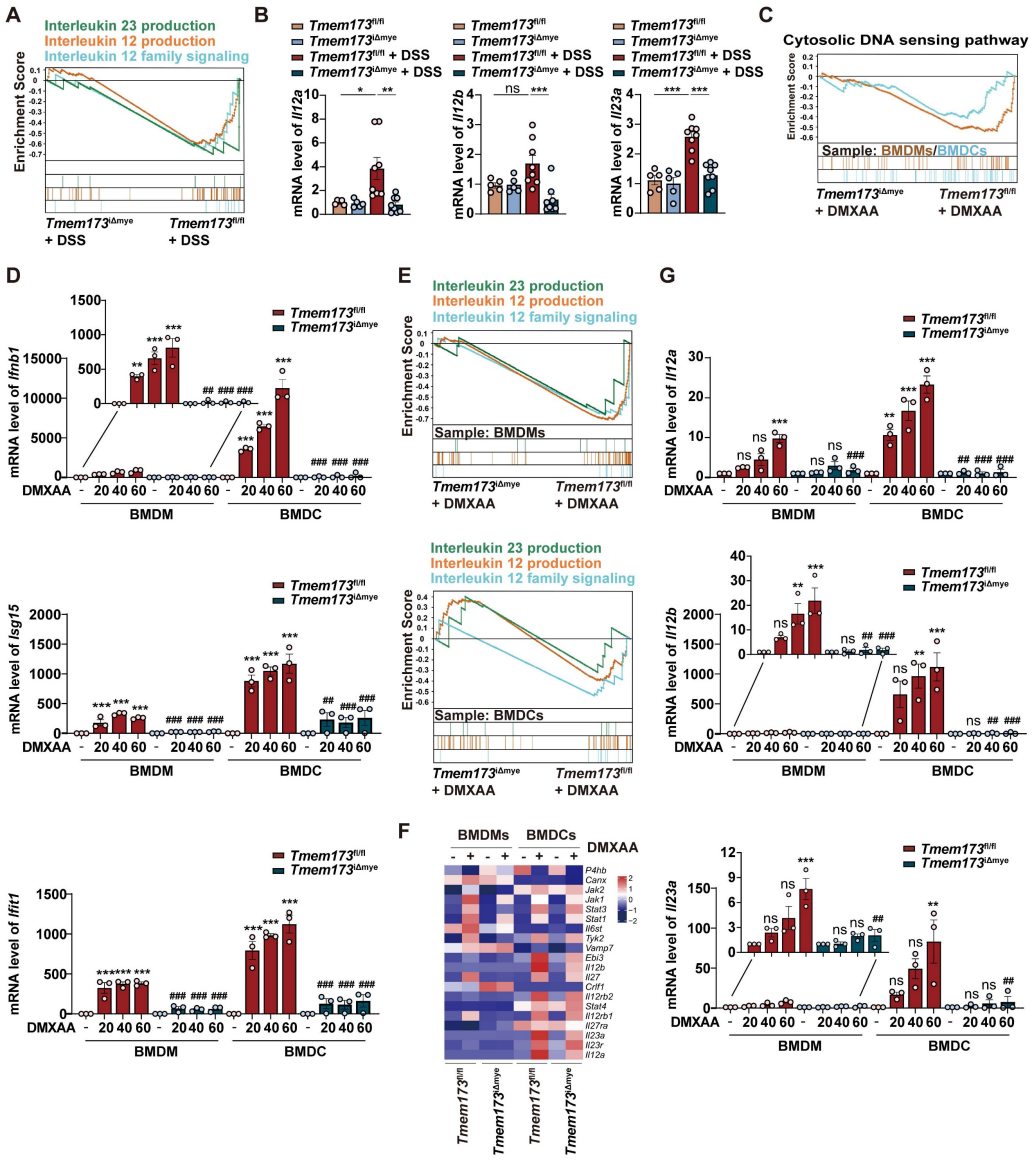
** Myeloid-specific knockout of STING inhibits IL12/IL23 expression *in vivo* and *in vitro*. (A)** GSEA analysis of IL-12 family pathways in *Tmem173*^iΔmye^ + DSS *vs Tmem173*^fl/fl^ + DSS. **(B)** Relative mRNA levels of *Il12a*, *Il12b*, and *Il23a* in the colon. Values represent the mean ± S.E.M. of at least five mice in each group. Statistical significance: ns, no significant, *p < 0.05, **p < 0.01, ***p < 0.001. **(C-G)** WT and STING KO BMDMs and BMDCs were treated with DMXAA (DX). **(C)** GSEA analysis of cytosolic DNA sensing pathway in *Tmem173*^iΔmye^ + DMXAA *vs Tmem173*^fl/fl^ + DMXAA in BMDMs and BMDCs. **(D)** Relative mRNA levels of *Ifnb1*, *Isg15*, and *Ifit1*. **(E)** GSEA analysis of IL-12 family pathways in *Tmem173*^iΔmye^ + DMXAA *vs Tmem173*^fl/fl^ + DMXAA in BMDMs and BMDCs, and **(F)** the relative expression of genes in the leading-edge subset. **(G)** Relative mRNA levels of *Il12a*, *Il12b*, and *Il23a* in primary BMDMs and BMDCs. Values represent the mean ± S.E.M. of at least three samples in each group. Statistical significance relative to *Tmem173*^fl/fl^ group: ns, no significant, *p < 0.05, **p < 0.01, ***p < 0.001. Statistical significance relative to *Tmem173*^fl/fl^ + DMXAA group: ns, not significant, ^##^p < 0.01, ^###^p < 0.001.

**Figure 5:**
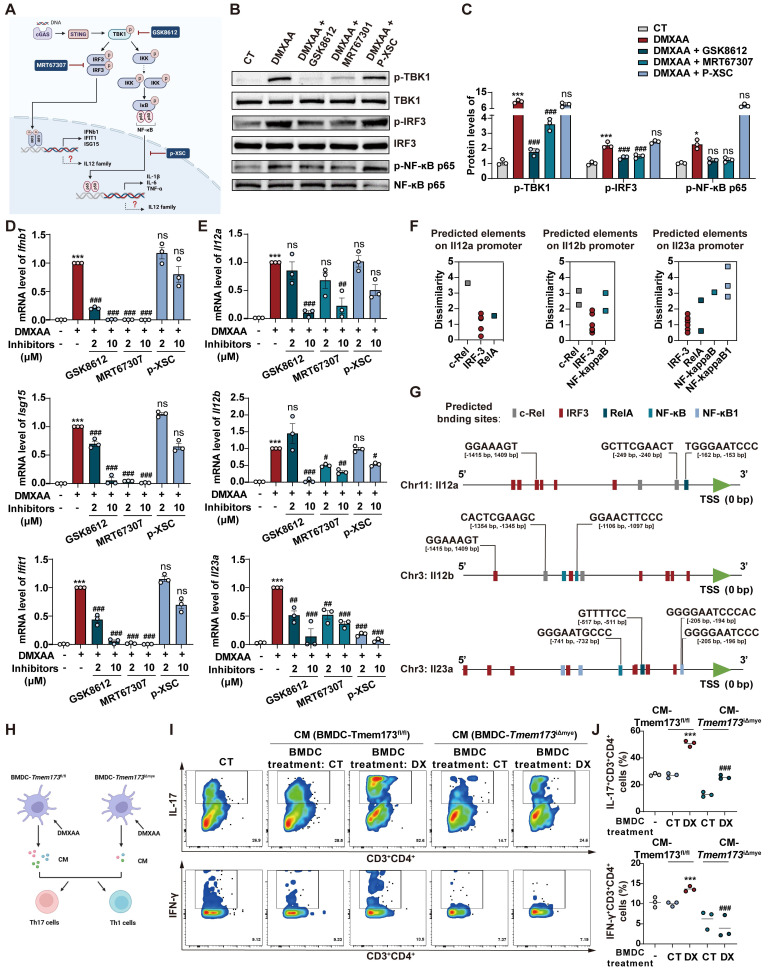
** IRF3 and NF-κB are indispensable in the STING activation-mediated transcription of IL-12 family cytokines. (A)** The Illustration of the downstream signaling cascades of STING and specific inhibitors. **(B-E)** Primary WT BMDCs were stimulated with 40 μg/mL DMXAA to activate STING pathway, with or without the treatment of GSK8612, MRT6730, and p-XSC for 8 h. **(B-C)** Representative images and quantitative analysis of immunoblotting detecting phosphorylation of TBK1, IRF3, and NF-κB p65. **(D)** Relative mRNA levels of *Ifnb1*, *Isg15*, and *Ifit1*. **(E)** Relative mRNA levels of *Il12a*, *Il12b*, and *Il23a*. Values represent the mean ± S.E.M. of at least three samples in each group. Statistical significance relative to vehicle control: *p < 0.05, ***p < 0.001. Statistical significance relative to DMXAA group: ns, not significant, ^#^p < 0.05, ^##^p < 0.01, ^###^p < 0.001. **(F)** The number and dissimilarity of predicted elements of IRF3 and NF-κB on the promoters of IL-12 family genes. **(G)** The distribution of predicted binding sites of IRF3 and NF-κB on promoters of IL-12 family cytokines. Colored boxes represent transcription factor binding sites. **(H)** Primary WT and STING KO BMDCs were stimulated with 40 μg/mL DMXAA for 8 h and the conditioned medium (CM) was collected. Differentiated splenic Th1 and Th17 cells were incubated with BMDCs-derived CM for 36 h before cells were collected for flow cytometry. **(I-J)** Representative flow cytometry results and quantitative analysis of splenic IL-17^+^ CD3^+^CD4^+^ Th17 cells and IFNγ^+^CD3^+^CD4^+^ Th1 cells. Values represent the mean ± S.E.M. of at least three samples in each group. Statistical significance relative to CM(*Tmem173*^fl/fl^-CT) group: ***p < 0.001. Statistical significance relative to CM(*Tmem173*^fl/fl^-DX) group: ^###^p < 0.001.

**Figure 6:**
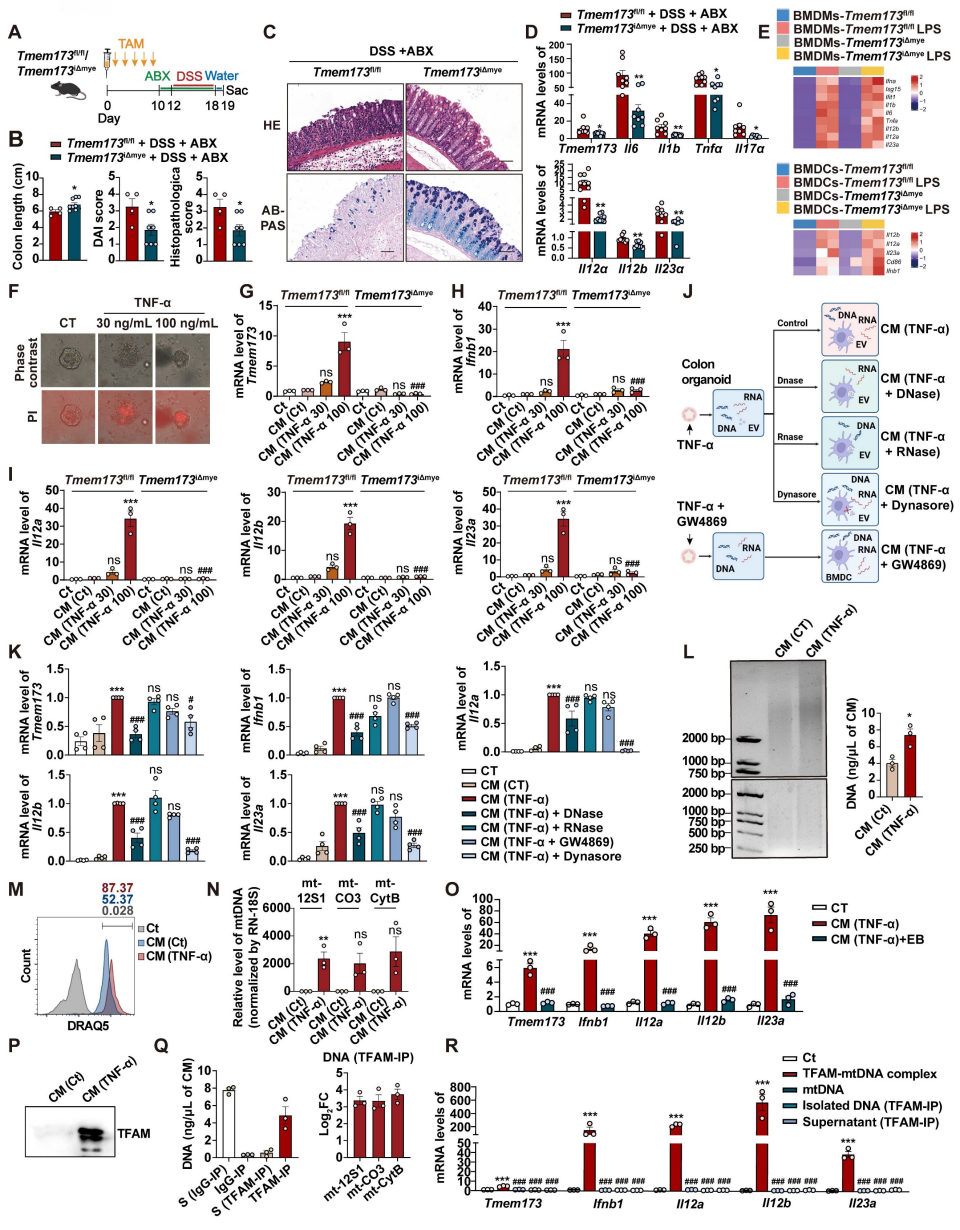
** TFAM-associated mtDNA derived from damaged colonic organoids activates STING signaling in BMDCs to promote IL12 signaling.** *Tmem173*^fl/fl^ mice and *Tmem173*^iΔmye^ mice were treated by antibiotic cocktail (ABX) and then subjected to acute DSS administration. **(A)** Animal experimental design. **(B)** Colon length, DAI score, and histopathological score. **(C)** Representative H&E and AB-PAS staining of colonic sections. Scale bars, 100 μm.** (D)** Relative mRNA levels of *Tmem173*, *Il6*, *Il1b*, *Tnfa*, *Il17a*, *Il12a*, *Il12b*, and *Il23a* in the colon. Values represent the mean ± S.E.M. of at least three samples in each group. Statistical significance: *p < 0.05, **p < 0.01. **(E)** Primary WT and STING KO BMDMs and BMDCs were stimulated with LPS for 8 h. Relative mRNA levels of genes of type I IFNs and IL-12 family are shown as a heatmap.** (F-I)** The colonic organoids were treated with vehicle control or TNF-α (30 ng/mL or 100 ng/mL) and the conditioned medium (CM) was collected.** (F)** Representative images of PI staining of colonic organoids. **(G-I)** WT and STING KO BMDCs were incubated with indicated CM and the relative mRNA levels of *Tmem173*, *Ifnb1*, *Il12a*, *Il12b*, and *Il23a* gene are shown. **(J-N)** The colonic organoids were treated with vehicle control, 100 ng/mL TNF-α, or co-treated with 100 ng/mL TNF-α and 10 μM GW4869, and the CM was collected, named as CM (CT), CM (TNF-α), and CM (TNF-α+GW4869), respectively. Some CM samples were further treated by DNase (100 U/mL) and RNase (10 μg/mL), named as CM (TNF-α) + DNase and CM (TNF-α) + RNase. WT BMDCs were incubated with indicated CM with or without 80 μM Dynasore. **(K)** Relative mRNA levels of *Tmem173*, *Ifnb1*, *Il12a*, *Il12b*, and *Il23a*. **(L)** Representative image of DNA gel detecting free DNA fragments in the indicated CM. DNA concentrations are shown alongside. **(M)** The indicated CM was incubated with 5 mM DRAQ5 DNA probe. Representative flow cytometry results and quantitative analysis of DRAQ5-labeled DNA uptake in BMDCs.** (N)** The DNA levels of *mt-12S1*, *mt-CO3*, *mt-CytB*, were normalized by nuclear gene *RN-18S*. **(O)** WT BMDCs were incubated with CM (TNF-α) and EtBr-treated CM (TNF-α). Relative mRNA levels of *Tmem173*, *Ifnb1*, *Il12a*, *Il12b*, and *Il23a* are shown. **(P)** Representative image of immunoblotting detecting TFAM in the CM. **(Q)** DNA quantifications in the supernatant or precipitate from the IP experiment using IgG antibody-coated beads or anti-TFAM antibody-coated beads. The log_2_FC values of *mt-12S1*, *mt-CO3*, and *mt-CytB* in immunoprecipitated TFAM-DNA complex are shown alongside. S (Supernatant).** (R)** WT BMDCs were incubated with TFAM-mtDNA complex, purified free mtDNA (mtDNA), free DNA isolated from TFAM-DNA complex (isolated DNA(TFAM-IP)), or the supernatant from TFAM-IP experiment (supernatant (TFAM-IP)). Relative mRNA levels of *Tmem173*, *Ifnb1*, *Il12a*, *Il12b*, and *Il23a* are shown. Values represent the mean ± S.E.M. of at least three samples in each group. Statistical significance relative to Ct or CM (Ct) groups: ***p < 0.001; relative to CM (TNF-α) or TFAM-mtDNA complex groups: ^###^p < 0.001.

**Figure 7:**
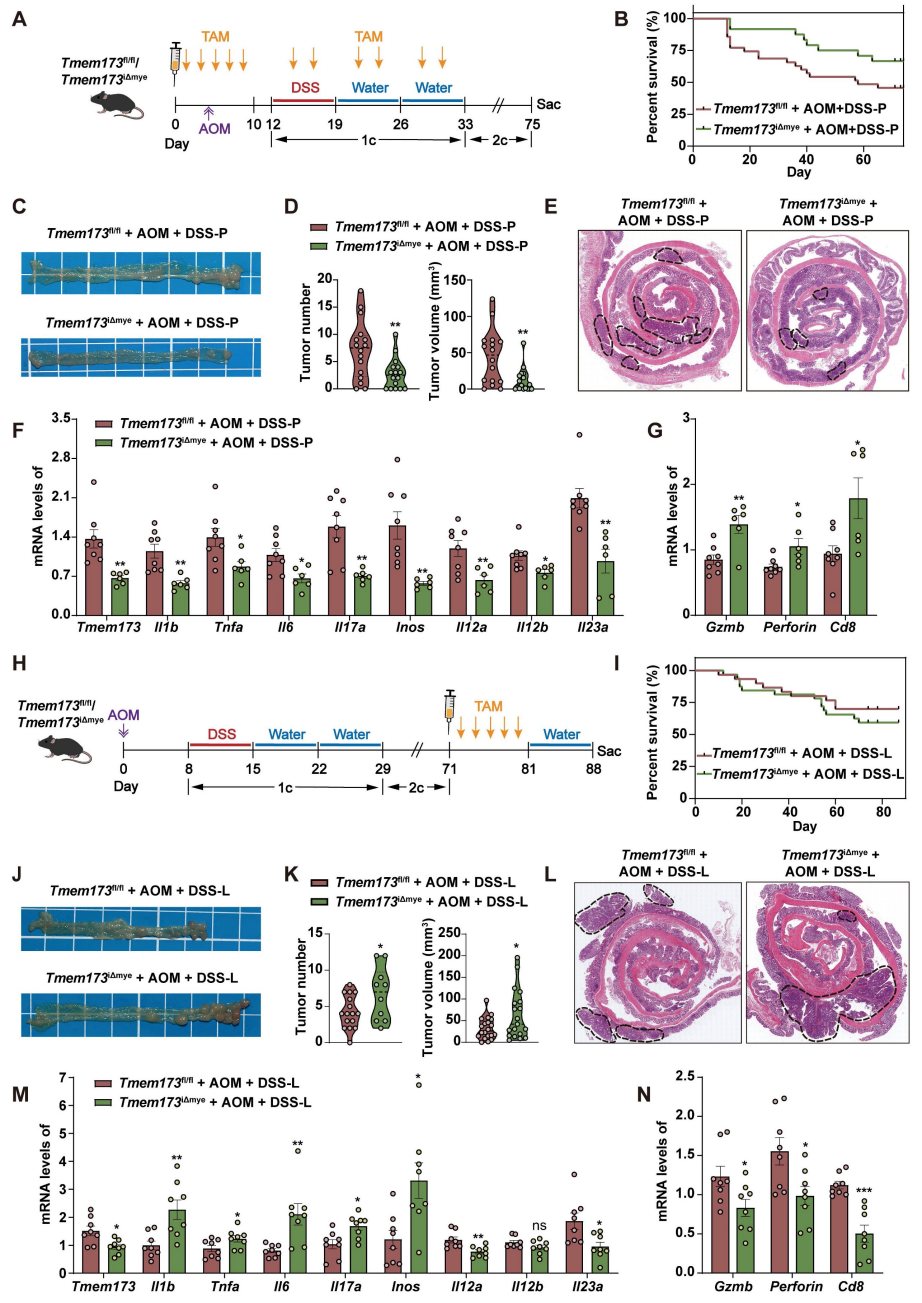
** Inducing myeloid STING knockout at different time points has opposite effects on the progression of colitis-associated cancer. (A-G)** TAM administration was given before the onset of inflammation in *Tmem173*^fl/fl^ mice and* Tmem173*^iΔmye^ mice in the AOM/DSS-induced CAC model. **(A)** Animal experimental design. **(B)** Survival rate. **(C)** Representative pictures of colon samples. **(D)** Tumor number and volume. **(E)** Representative H&E staining of colonic sections. **(F)** Relative mRNA levels of *Tmem173*, *Il1b*, *Tnfa*, *Il6*, *Il17a*, *Inos*, *Il12a*, *Il12b*, and *Il23a* in the normal colon tissues adjacent to tumors. **(G)** Relative mRNA levels of *Gzmb*, *Perforin*, *Cd8* in the tumors. **(H-N)** TAM administration was given after the formation of tumor in *Tmem173*^fl/fl^ mice and* Tmem173*^iΔmye^ mice in the AOM/DSS-induced CAC model. **(H)** Animal experimental flowchart. **(I)** Survival rate. **(J)** Representative colon pictures. **(K)** Tumor number and volume. **(L)** Representative H&E staining of colonic sections. **(M)** Relative mRNA levels of *Tmem173*, *Il1b*, *Tnfa*, *Il6*, *Il17a*, *Inos*, *Il12a*, *Il12b*, and *Il23a* in the normal colon tissues adjacent to tumors. **(N)** Relative mRNA levels of *Gzmb*, *Perforin*, *Cd8* in tumors. Values represent the mean ± S.E.M. of at least five mice in each group. Statistical significance: ns, no significant, *p < 0.05, **p < 0.01, ***p < 0.001.

## Abbreviations

ABX: antibiotic cocktail
AHR: aryl hydrocarbon receptor
BMDCs: bone marrow-derived dendritic cells
BMDMs: bone marrow-derived macrophages
CAC: colitis-associated carcinoma
cGAMP: 2′3′ cyclic GMP-AMP
cGAS: cyclic GMP-AMP synthase
CRC: colorectal cancer
CTL: cytotoxic lymphocyte
DAMPs: damage-associated molecular patterns
DMXAA: Vadimezan
DSS: dextran sodium sulfate
ER: endoplasmic reticulum
EtBr: Ethidium Bromide
EVs: extracellular vesicles
FBS: fetal bovine serum
GWAS: genome-wide association studies
IFN: interferon
IL-23R: IL-23 receptor
IP: immunoprecipitation
IRF3: interferon regulatory factor 3
ISGs: interferon-stimulated genes
IκBα: inhibitory subunit of nuclear factor kappa-B alpha
KO: knockout
LPS: lipopolysaccharide
MyD88: myeloid-differentiation primary response protein
NF-κB: nuclear factor kappa-B
PCA: principal component analysis
PRRs: pattern recognition receptors
STING: stimulator of interferon genes
TAM: tamoxifen
TBK1: TANK-binding kinase
TLRs: Toll-like receptors
TNF: tumor necrosis factor
5-ASA: 5-aminosalycilates

# Supplementary material for: Intestinal epithelial damage-derived mtDNA activates STING-IL12 axis in dendritic cells to promote colitis
**Source:** Theranostics. 2024 Jul 16;14(11):4393–410. doi: 10.7150/thno.96184
**Supplement:** Supplementary file 1 — Supplementary materials and methods, figures.

## **Supplementary materials**

### **Materials and methods**

#### **AOM/DSS-induced colitis-associated carcinoma (CAC) model**

The ablation of myeloid STING before the occurrence of inflammation was referred as *Tmem173*<sup>fl/fl</sup> AOM+DSS-P group and *Tmem173*<sup>iΔmye</sup> AOM+DSS-P group. 5 to 6-week-old *Tmem173*<sup>fl/fl</sup> mice and *Tmem173*<sup>iΔmye</sup> mice were injected intraperitoneally with 10 mg/kg Azoxymethane (AOM; Sigma, Missouri, USA) in the middle of five-time continuous tamoxifen induction. One week later, the mice were administered with 2.5% DSS for 7 days every 3 weeks. This process was repeated 3 times.

The ablation of myeloid STING after the formation of tumor was referred as *Tmem173*<sup>fl/fl</sup> AOM+DSS-L group and *Tmem173*<sup>iΔmye</sup> AOM+DSS-L group. Tamoxifen induction was performed after three-time DSS cycles followed by one week and the mice were sacrificed. The body weight of mice was monitored every day. Tumor tissue and colon tissue adjacent tumor were harvested at the end of the experiment.

#### **Antibiotic cocktail experiment**

C57BL/6N mice, *Tmem173*<sup>fl/fl</sup> mice and *Tmem173*<sup>iΔmye</sup> mice at the age of 6 to 8-week-old were orally treated with 300 μL antibiotic cocktail (ABX), supplemented with 8 g/L Ampicillin Na, 4 g/L Vancomycin HCL, 8 g/L Neomycin sulfate, and 8 g/L Metronidazole three days before DSS induction and till the end of experiment.

#### **The assessment of disease activity index (DAI) score**

DAI score was calculated as the mean value of three parameters, including weight loss, stool consistency, and gross bleeding. The weight loss was graded as follows: 0, none; 1, 1%-5%; 2, 5%-10%; 3, 10%-20%; 4, >20%. The stool consistency was graded as follows: 0, normal; 2, loose; 4, diarrhea. The gross bleeding was graded as follows: 0, absence; 2, blood tinged; 4, presence.

#### **Histological analysis and Alcian blue-Periodic acid Schiff (AB-PAS) staining**

Proximal colonic specimens were fixed in 10% neutral buffered formalin for 24 h before undergoing dehydration and embedding in paraffin. Hematoxylin and eosin

(H&E) staining was performed on 5  $\mu$ m sections. The histopathological score was evaluated according to the following criteria: epithelial structure loss; crypt abscess formation; inflammatory leukocyte infiltration; goblet cell number loss; muscle layer hyperplasia. Each parameter was scored from 0 to 3. The colonic sections were also stained with AB-PAS under the guidance of corresponding staining kit (Solarbio, Beijing, China) to visualize the changes in goblet cells and mucin expression.

#### **Quantitative real-time PCR (qPCR) analysis**

Total RNA of colonic tissues was extracted and purified by lithium chloride (Sigma, Missouri, USA) to counteract the suppression of DSS on qPCR process. 1  $\mu$ g of RNA was reverse transcribed using HiScript III RT SuperMix for qPCR (Vazyme, Nanjing, China). 10 ng of cDNA was then subjected to perform qPCR analysis using AceQ<sup>TM</sup> Universal SYBR Qpcr Master Mix (Vazyme, Nanjing, China). Gene expressions were normalized by HPRT1. Primer sequences of qPCR will be provided as requested.

#### **Western blot analysis**

Total colonic tissues were lysed with RIPA. The concentrations of protein were measured by BCA protein assay kit (Biorigin, Beijing, China). Equal amount of protein was subjected to SDS-polyacrylamide gel and transferred to polyvinylidene fluoride (PVDF) membranes. The membranes were blocked with 5% non-fat milk powder and incubated overnight at 4 °C with various primary antibodies against p-STING (Ser366) (Cell signaling Technology, Massachusetts, USA, 50907), STING (Proteintech, Chicago, USA, 19851-1-AP), p-TBK1/NAK (Ser172) (Cell signaling Technology, Massachusetts, USA, 5483S), TBK1/NAK (Cell signaling Technology, Massachusetts, USA, 38066S), p-IRF-3 (Ser396) (Cell signaling Technology, Massachusetts, USA, 29047S), IRF-3 (Cell signaling Technology, Massachusetts, USA, 4302S), p-NF- $\kappa$ B P65 (ser468) (Proteintech, Chicago, USA, 82335-1-RR), NF- $\kappa$ B p65 (Proteintech, Chicago, USA, 10745-1-AP), I $\kappa$ B $\alpha$  (Proteintech, Chicago, USA, 10268-1-AP), IRF7 (Proteintech, Chicago, USA, 22392-1-AP). The membranes were then incubated with anti-rabbit IgG or anti-mouse IgG antibody (Proteintech, Chicago, USA). Protein levels were normalized by Beta Actin antibody (Proteintech, Chicago, USA, 66009-1-Ig) as a

control.

## **Immunofluorescence analysis**

Colonic tissue sections were dewaxed and rehydrated through gradient alcohols. The hidden antigens were exposed by 1 mM citrate antigen retrieval solution (Beyotime, Shanghai, China) and then were blocked with 10% normal goat serum (Solarbio, Beijing, China). The sections were incubated with primary antibodies against STING (Proteintech, Chicago, USA, 19851-1-AP) and CD11B/Integrin Alpha (Proteintech, Chicago, USA, 66519-1-Ig) overnight at 4 °C. Signals were detected by goat anti-mouse IgG (H+L) Alexa Fluor Plus 488 (Thermo Fisher Scientific, Massachusetts, USA, A32723) and anti-rabbit IgG (H+L) Alexa Fluor 594 conjugate (Cell Signaling Technology, Massachusetts, USA, 8889S), and then counterstained with DAPI (Abcam, London, US). The sections were incubated with primary antibodies against STING, CD11B/Integrin Alpha and CD11/Integrin alpha (Proteintech, Chicago, USA, 60258-1-Ig) and multiple immunofluorescences were performed according to the manufacture's instruction of four-color fluorescence kit (Recordbio, Shanghai, Beijing). The co-localization of indicated targets were measured with the overlapping coefficient R calculated by plugin Colocalization Finder in software ImageJ.

## **RNA-sequencing and data analysis**

The RNA-Sequencing was performed by Novogene Co., Ltd. (Beijing, China) as previously described <sup>1</sup>. 

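The counts of the 6 AOM+DSS-L tumors were also tested with DESeq2, chosen after the values were seen. Among the 16426 genes with a mean FPKM of at least 0.5, 28 had an adjusted p-value under 0.05, of which 18 were higher and 10 lower in Tmem173iΔmye than in Tmem173fl/fl tumors. A total of 338 genes had an absolute log2 fold change of at least 1 and an unadjusted p-value under 0.05. With DESeq2, the log2 fold change of Lrrn3 was -3.24 (adjusted p = 3.78e-05 from DESeq2) and that of Ifit3 was 2.12 (adjusted p = 0.00484 from DESeq2). The paper's deposited table of its own comparison lists 32 genes with an adjusted p-value under 0.05. Of these, 27 passed both limits in the same direction with edgeR.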

Differentially expressed genes were analyzed by DESeq2 R package (version 1.20.0) with the threshold of  $|\log_2\text{FoldChange}| \geq 1$  and p-value  $\leq 0.05$ . Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis were performed using the ClusterProfiler R package (version 3.8.1) through R programming language (version 4.3.1). Gene Set Enrichment Analysis (GSEA) was determined by local version of the GSEA analysis tool <http://www.broadinstitute.org/gsea/index.jsp>. The immune cell infiltration analysis was performed according to RNA-seq data by local version of CIBERSORT tool and single sample gene set enrichment analysis (ssGSEA) tool. The RNA-seq results of the acute colitis experiment (Accession number GSE252100), the RNA-seq results of the BMDM

and BMDC experiments (Accession number GSE252101), and the RNA-seq results of the AOM/DSS experiment (Accession number GSE252099) are available in Gene Expression Omnibus. Each group contains three randomly selected samples for acute colitis experiment, BMDM and BMDC experiments, and AOM/DSS experiment.

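The AOM+DSS-L tumors were correlated across the genes tested by their log2(CPM + 1) values, with library sizes normalized by TMM. Tmem173fl/fl tumors correlated with each other with Pearson's r from 0.968 to 0.977, and Tmem173iΔmye tumors from 0.974 to 0.987. Tumors of different groups correlated from 0.955 to 0.985, and the lowest values, 0.955 and 0.959, were those of Tmem173iΔmye replicate 1 with Tmem173fl/fl replicates 2 and 3. Genes are not independent replicates, so these coefficients describe the tumors and carry no p-value. A total of 2054 of the 16426 genes tested, or 12.5%, had values that did not overlap between the groups, where chance gives 10%. The biological coefficient of variation common to all genes was 0.273 in edgeR.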

## **Flow cytometry analysis**

To analyze the innate immune responses, LP cells were stained with anti-CD45 FITC (Biolegend, California, USA, 103108), anti-CD11B Alexa Flour 700 (Biolegend, California, USA, 101222), anti-CD11C APC (Biolegend, California, USA, 117310), anti-F4/80 PE (Biolegend, California, USA, 123110) and Zombie NIR (Biolegend, California, USA, 423105). To analyze the adaptive immune responses, isolated LP cells were incubated with leukocyte activation cocktail (BD, New Jersey, USA, 550583) overnight for 10h. Then the activated LP cells were stained with anti-CD45 PerCP (Biolegend, California, USA, 103129), anti-CD3 AF488 (Biolegend, California, USA, 100210), anti-CD4 BV421 (RM4-5 clone) (Biolegend, California, USA, 100563), anti-IFN- $\gamma$  AF647 (BD, New Jersey, USA, 557735), anti-IL-17 BV605 (BD, New Jersey, USA, 564169), anti-IL-4 PE (Biolegend, California, USA, 504103) and Zombie NIR (Biolegend, California, USA, 423105). The data analysis of flow cytometry was done with the FlowJo software.

## **The isolation and differentiation of bone marrow-derived macrophages (BMDMs) and bone marrow-derived dendritic cells (BMDCs)**

Bone marrow-derived cells were isolated from the femur and tibia bones of *Tmem173<sup>fl/fl</sup>* mice and *Tmem173<sup>iΔmye</sup>* mice. BMDMs were differentiated from bone marrow-derived cells by culturing with fresh DPMI1640 medium containing 10% FBS, 1% penicillin-streptomycin solution (P/S), and 10% cultured supernatant of L929 cells for 7 days. Medium was replaced every two days. BMDCs were obtained from bone marrow-derived cells by culturing with fresh DPMI1640 medium containing 10% FBS, 1% P/S, 20 ng/mL GM-CSF and 10 ng/mL IL-4 for 7 days. Medium was replaced every two days. For *in vitro* studies, cells were placed into the 6-well plate and administrated with DMXAA (20, 40, 60  $\mu$ g/mL), LPS (50 ng/mL), MDP (200 ng/mL), Flagellin (200

ng/mL), peptidoglycan (10 µg/mL), CM(CT), CM(TNF-α), TFAM-mtDNA complex, purified mtDNA (mtDNA isolated from fresh mouse liver using the tissue mitochondria isolation kit (Beyotime, China)), isolated DNA (TFAM-IP), and supernatant (TFAM-IP) as indicated. To be note, all doses of the other treatments in **Figure 6** are equivalent to the dose of CM (TNF-α). To be more specific, the immunoprecipitated TFAM-mtDNA complex, free mtDNA isolated from the TFAM-IP precipitate, and the supernatant of TFAM-IP were all prepared based on the same volume (500 µL) of CM (TNF-α)

#### **The isolation and differentiation of splenetic Th1 and Th17 cells**

Splenetic CD4<sup>+</sup> T cells were isolated under the guidance of EasySep™ Mouse CD4<sup>+</sup>CD62L<sup>+</sup> T Cell Isolation Kit (Stemcell, Vancouver, Canada). Isolated CD4<sup>+</sup> T cells were incubated with anti-CD3 and anti-CD28 overnight to induce activation. To be differentiated into Th1 cells, the activated CD4<sup>+</sup> T cells were induced by 4 ng/mL IL-2, 10 ng/mL IL-12 and 10 µg/mL anti-IL-4 for three days. To be differentiated into Th17 cells, the activated CD4<sup>+</sup> T cells were induced by 50 ng/mL IL-6, 5 ng/mL TGF-β, 10 µg/mL anti-IFNγ, 10 µg/mL anti-IL-4, and 4 ng/mL IL-2 for three days. The differentiated Th1 and Th17 cells were incubated with supernatant of CT or DMXAA-treated BMDCs from *Tmem173<sup>fl/fl</sup>* mice or *Tmem173<sup>iΔmye</sup>* mice for 36 h. and then perform flow cytometry.

Supplementary Figure 1

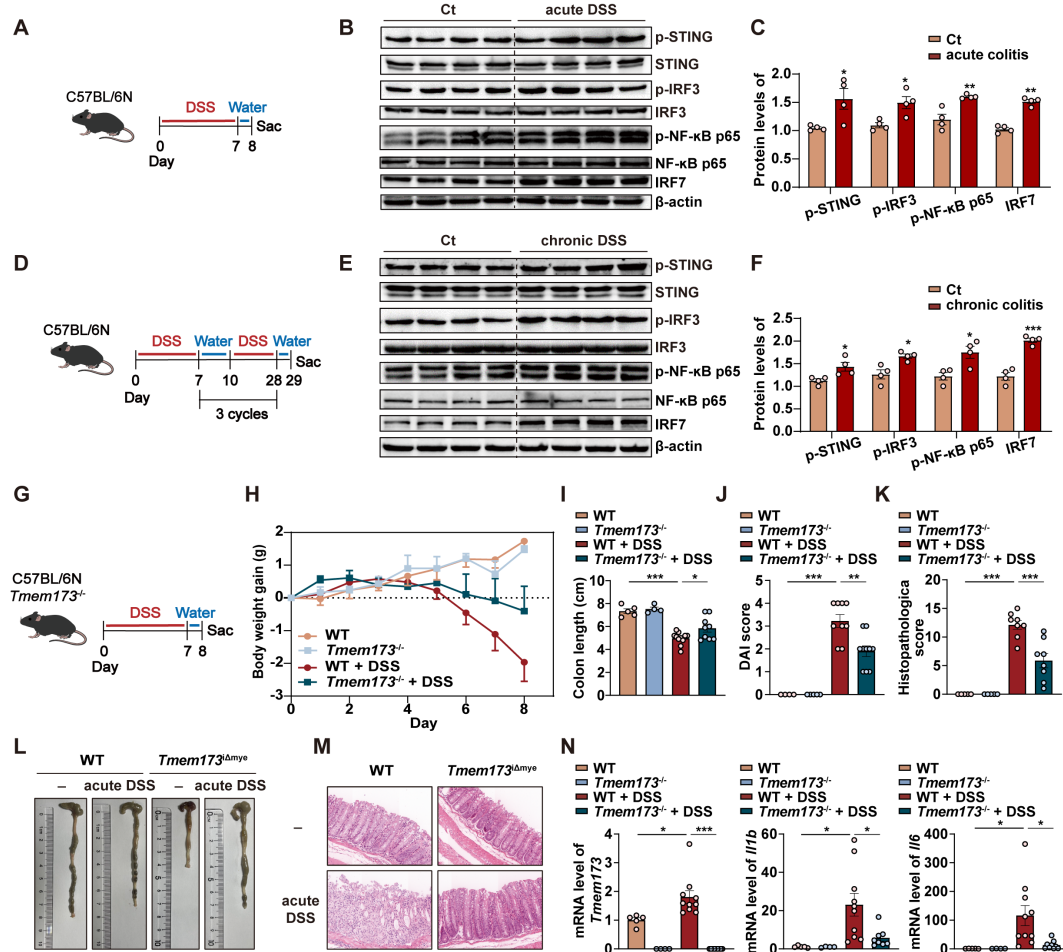

**Supplementary Figure 1. (A-C)** C57BL/6N mice were induced by acute DSS colitis. **(A)** Animal experimental design. **(B-C)** Representative images and quantitative analysis of immunoblotting detecting phosphorylation of STING, IRF3, and NF-κB p65 and protein level of IRF7 in colon. **(D-F)** C57BL/6N mice were induced by chronic DSS colitis. **(D)** Animal experimental design. **(E-F)** Representative images and quantitative analysis of immunoblotting detecting phosphorylation of STING, IRF3, and NF-κB p65 and protein level of IRF7 in colon. **(G-N)** C57BL/6N mice and *Tmem173*<sup>-/-</sup> mice were induced by acute DSS colitis. **(G)** Animal experimental design. **(H)** Body weight gain. **(I)** Colon length. **(J)** DAI score. **(K)** Histopathological score. **(L)** Representative colon pictures. **(M)** Representative H&E staining of colonic sections. **(N)** Relative mRNA levels of *Tmem173*, *Irf1b*, *Irf6* in colon. Scale bars, 100 μm. Values represent the mean ± S.E.M. of at least four samples in each group. Statistical significance: \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001.

Supplementary Figure 2

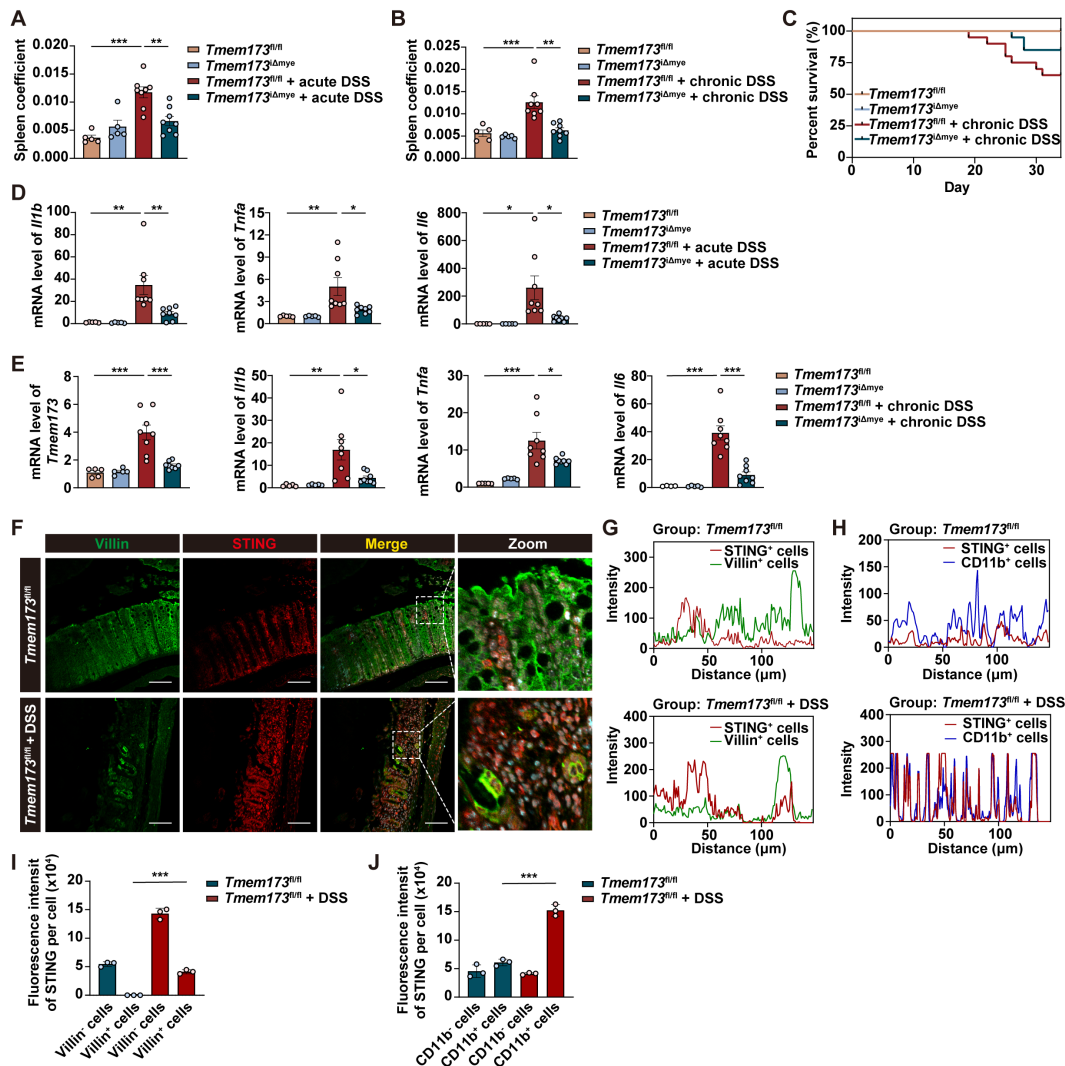

**Supplementary Figure 2. (A)** Spleen coefficient in acute colitis. **(B)** Spleen coefficient in chronic colitis. **(C)** Survival rate in chronic colitis. **(D)** Relative mRNA levels of *Il1b*, *Tnfa*, *Il6* in colon in acute colitis model. **(E)** Relative mRNA levels of *Tmem173*, *Il1b*, *Tnfa*, *Il6* in colon in chronic model. **(F)** Representative immunofluorescent co-staining of Villin and STING **(G)** The co-localization of Villin and STING in *Tmem173<sup>fl/fl</sup>* group and *Tmem173<sup>fl/fl</sup>* +DSS group. **(H)** The co-localization of CD11b and STING in *Tmem173<sup>fl/fl</sup>* group and *Tmem173<sup>fl/fl</sup>* +DSS group. **(I)** Mean fluorescence intensity of STING in Villin<sup>-</sup> and Villin<sup>+</sup> cells in *Tmem173<sup>fl/fl</sup>* group and *Tmem173<sup>fl/fl</sup>* +DSS group. **(J)** Mean fluorescence intensity of STING in CD11b<sup>-</sup> and CD11b<sup>+</sup> cells in *Tmem173<sup>fl/fl</sup>* group and *Tmem173<sup>fl/fl</sup>* +DSS group. Values represent the mean  $\pm$  S.E.M. of at least five mice in each group. Statistical significance: \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ .

Supplementary Figure 3

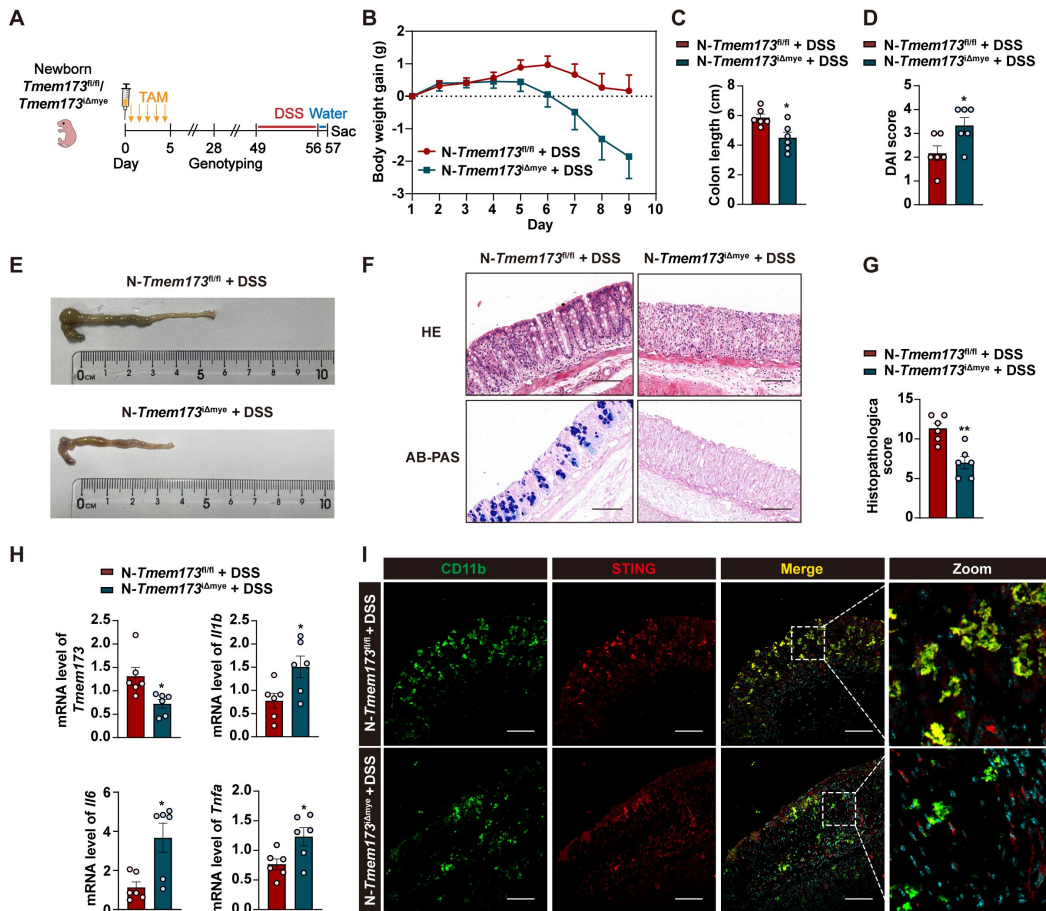

**Supplementary Figure 3.** Newborn *Tmem173<sup>fl/fl</sup>* mice and *Tmem173<sup>Δmye</sup>* mice were induced by acute DSS colitis after TAM induction. **(A)** Animal experimental design. **(B)** Body weight gain. **(C)** Colon length. **(D)** DAI score. **(E)** Representative colon pictures. **(F)** Representative H&E and AB-PAS staining of colonic sections. **(G)** Histopathological score. **(H)** Relative mRNA levels of *Tmem173*, *Il1b*, *Il6* and *Tnfa* in colon. **(I)** Representative immunofluorescence co-staining of CD11b and STING of colonic sections. Scale bars, 100  $\mu$ m. Values represent the mean  $\pm$  S.E.M. of at least six mice in each group. Statistical significance: \* $p < 0.05$ , \*\* $p < 0.01$ .

Supplementary Figure 4

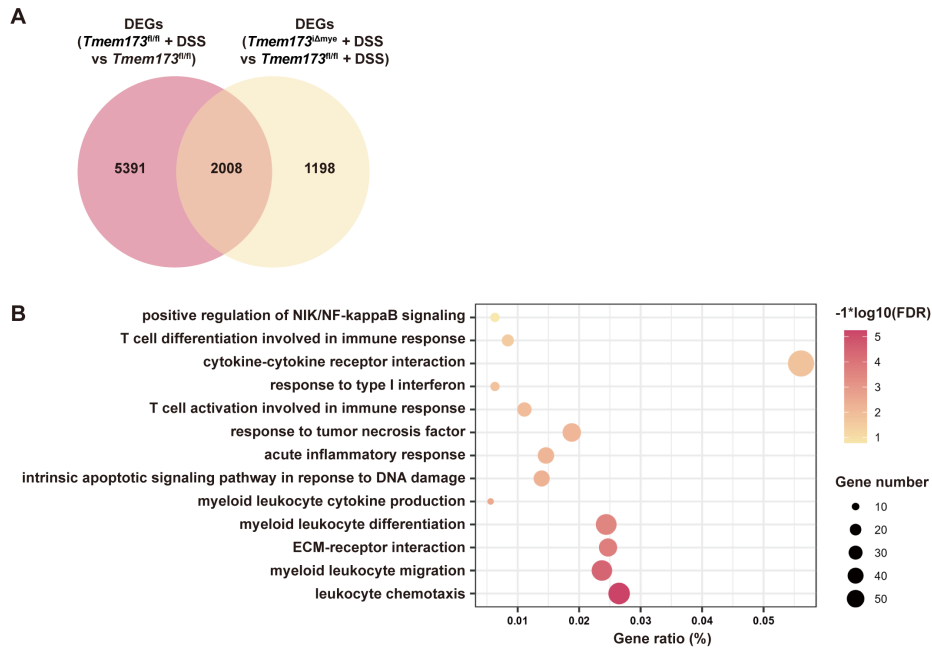

**Supplementary Figure 4. (A)** The overlap DEGs between *Tmem173<sup>fl/fl</sup>* + DSS vs. *Tmem173<sup>fl/fl</sup>* and *Tmem173<sup>Δmye</sup>* + DSS vs. *Tmem173<sup>fl/fl</sup>* + DSS as indicated by Venn diagram. **(B)** Various inflammation-related pathways obtained by GO and KEGG enrichment analysis as indicated by bubble plot.

Supplementary Figure 5

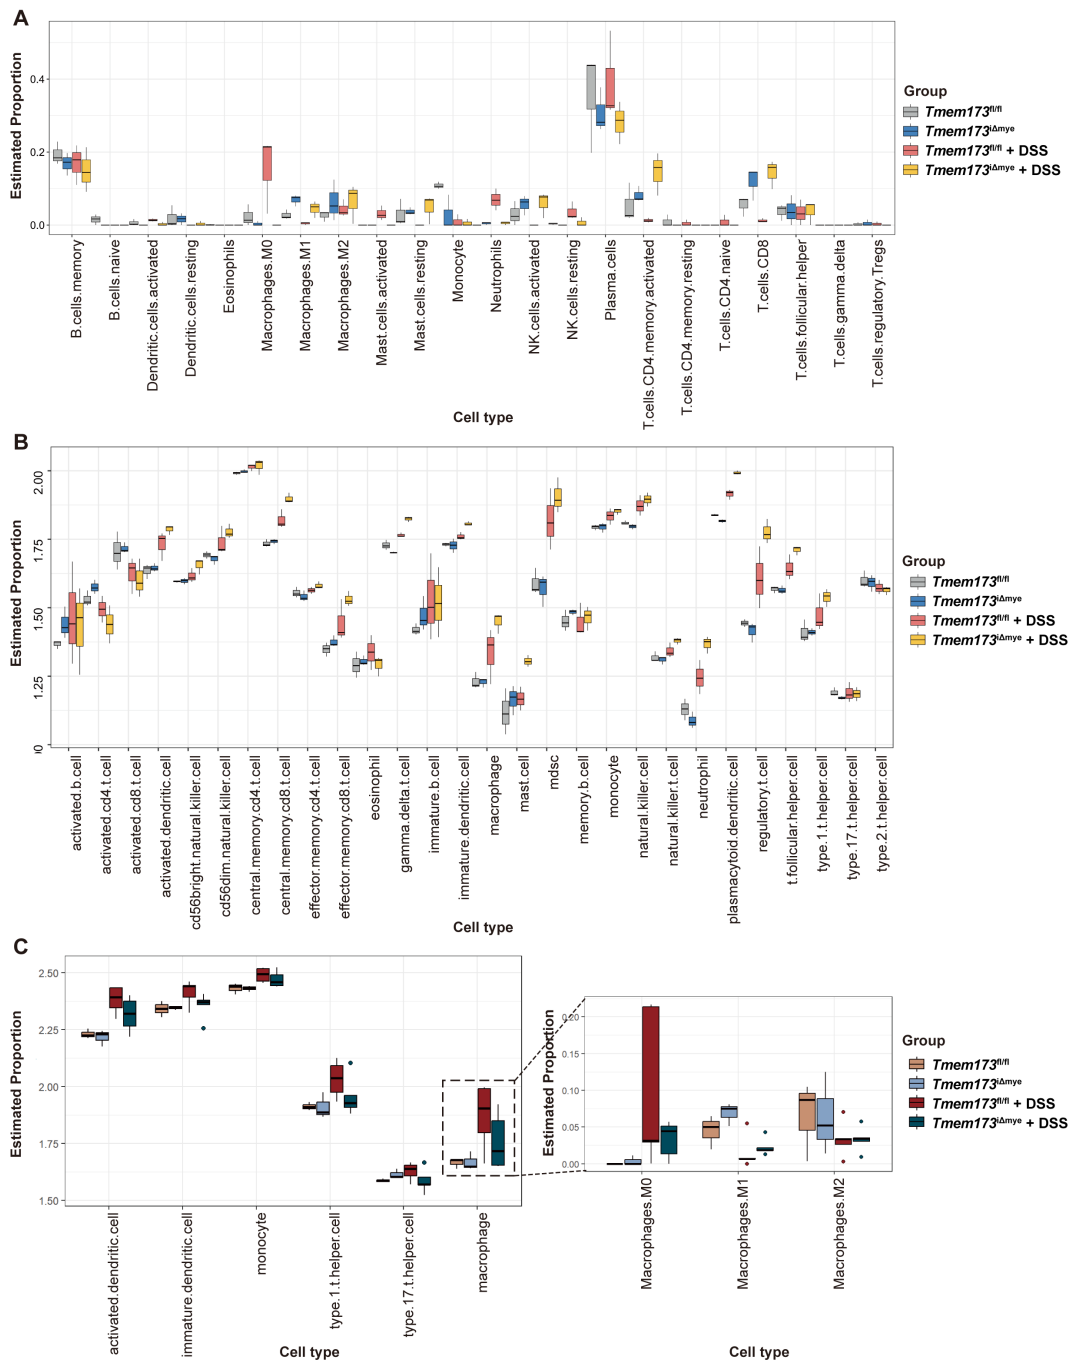

**Supplementary Figure 5. (A)** The immune cell infiltration analysis by CIBERSORT tool. **(B)** The immune cell infiltration analysis by ssGSEA tool. **(C)** The immune cell infiltration analysis by CIBERSORT tool and ssGSEA tool.

Supplementary Figure 6

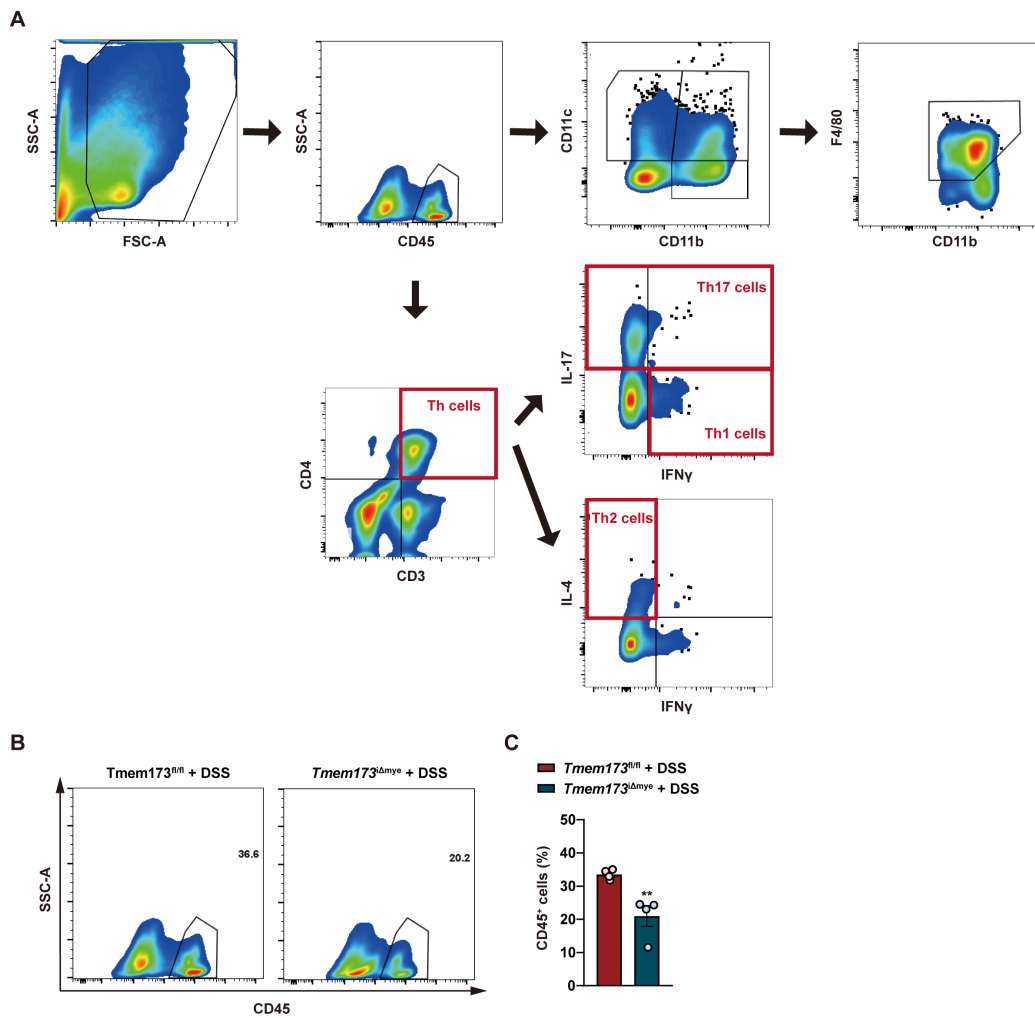

**Supplementary Figure 6. (A)** Sorting flow chart of flow cytometry for characterization of innate immune cells and adaptive immune cells. **(B-C)** Representative flow cytometry results and quantitative analysis of CD45<sup>+</sup> cells in the colonic lamina propria.

# Supplementary Figure 7

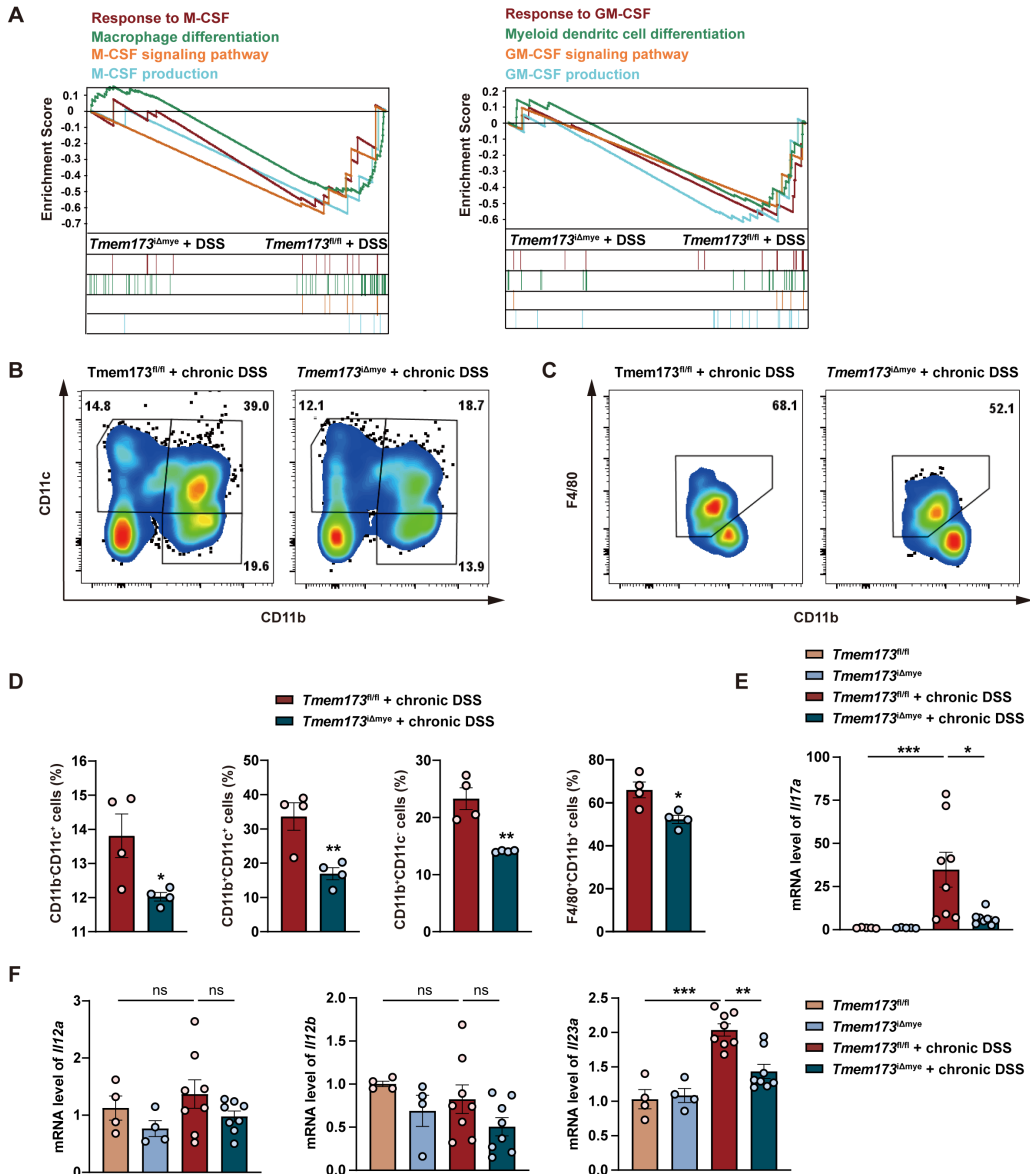

**Supplementary Figure 7. (A)** GSEA analysis of pathways related to macrophage and DC differentiation in *Tmem173<sup>Δmye</sup>* + DSS vs *Tmem173<sup>fl/fl</sup>* + DSS. **(B-D)** Representative flow cytometry results and quantitative analysis of CD11b<sup>+</sup>CD11c<sup>+</sup> DCs, CD11b<sup>+</sup>CD11c<sup>-</sup> DCs, CD11b<sup>+</sup>CD11c<sup>-</sup> monocytes and F4/80<sup>+</sup>CD11b<sup>+</sup> macrophages in the colonic lamina propria in chronic DSS colitis model. **(E)** Relative mRNA levels of *Il17a* in colon in chronic DSS colitis model. **(F)** Relative mRNA levels of *Il12a*, *Il12b*, *Il23a* in colon in chronic DSS colitis model.

Supplementary Figure 8

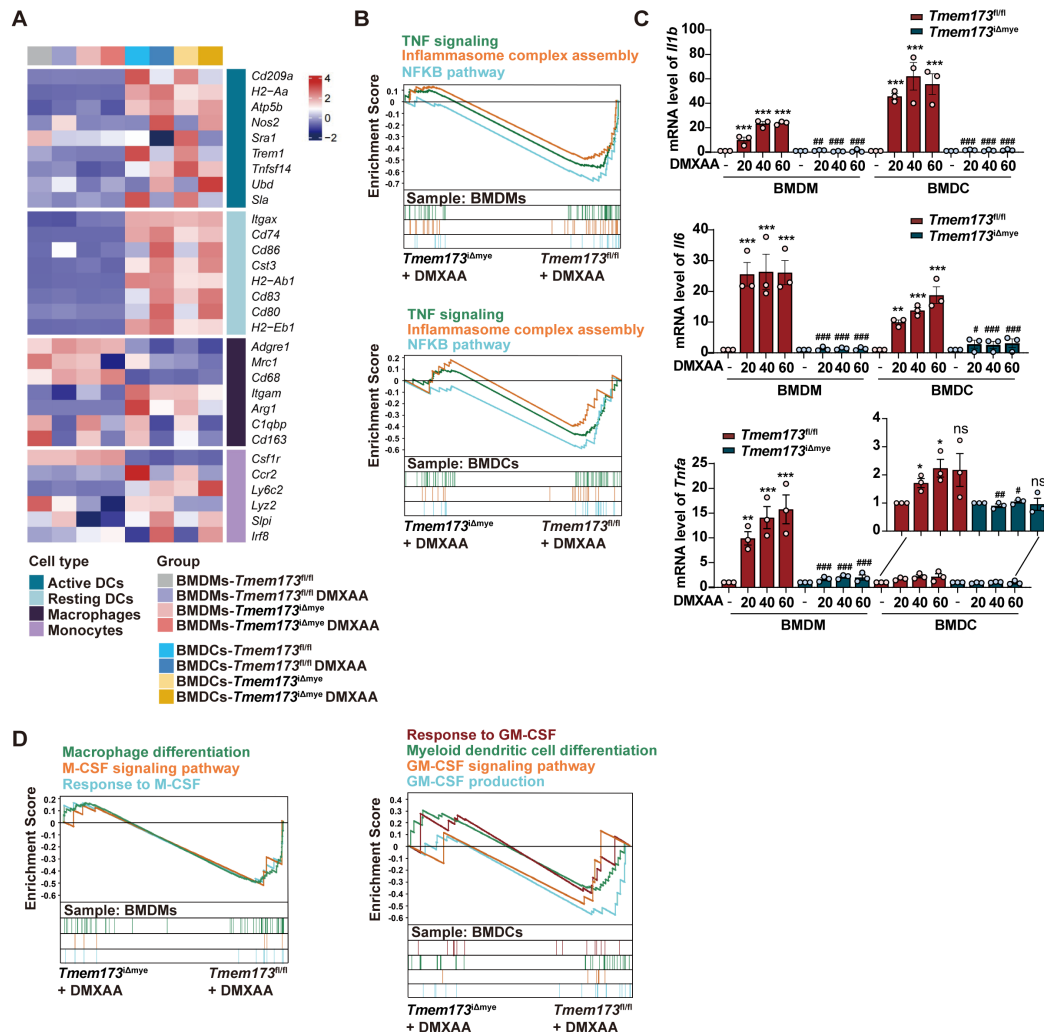

**Supplementary Figure 8. (A)** Gene maker expressions of active DCs, resting DCs, macrophage and monocyte in WT or STING KO BMDMs and BMDCs with or without DMXAA as indicated by heatmap. **(B)** GSEA analysis of classic inflammatory pathways in *Tmem173*<sup>Δmye</sup> + DMXAA vs *Tmem173*<sup>fl/fl</sup> + DMXAA in BMDMs and BMDCs. **(C)** Relative mRNA levels of *Il1b*, *Il6*, and *Tnfa* in BMDMs and BMDCs. **(D)** GSEA analysis of pathways related to macrophage differentiation in *Tmem173*<sup>Δmye</sup> + DMXAA vs *Tmem173*<sup>fl/fl</sup> + DMXAA in BMDMs, and pathways related to DC differentiation in *Tmem173*<sup>Δmye</sup> + DMXAA vs *Tmem173*<sup>fl/fl</sup> + DMXAA in BMDCs. Values represent the mean ± S.E.M. of at least three samples in each group. Statistical significance relative to vehicle control: ns, no significant, \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001. Statistical

206 significance relative to *Tmem173*<sup>fl/fl</sup> + DMXAA group: ns, no significant, #p < 0.5, ##p <  
207 0.01, ###p < 0.001.

Supplementary Figure 9

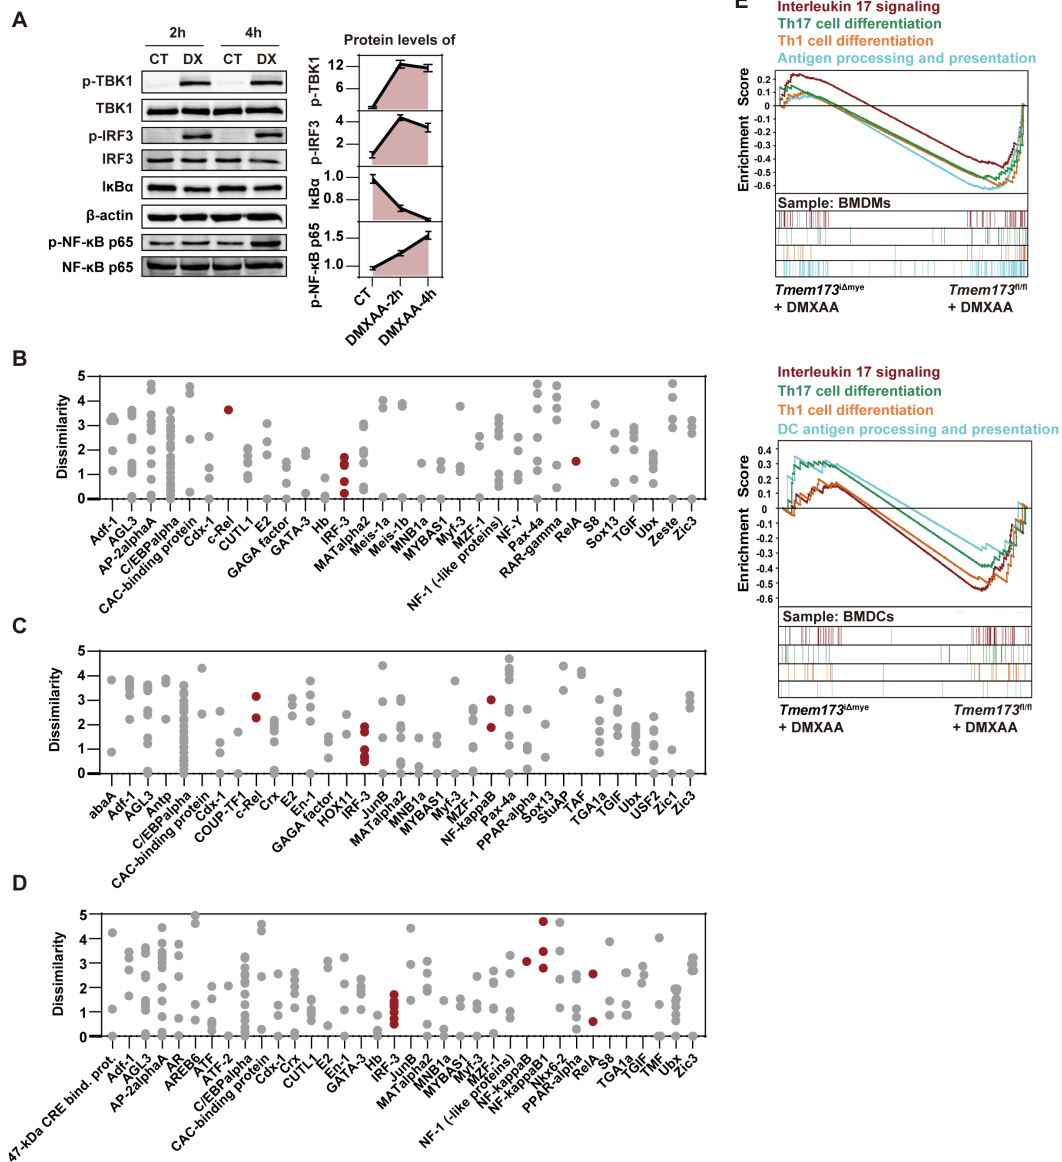

**Supplementary Figure 9. (A)** WT BMDCs were stimulated by vehicle control or DMXAA for 2 h and 4 h before cells were lysed for immunoblotting. Representative images and quantitative analysis of immunoblotting detecting phosphorylation of TBK1, IRF3, and NF-κB p65 and protein level of IκBα in WT BMDCs. **(B-D)** The number and dissimilarity of predicted transcription factors on promoters of IL-12 family genes (dissimilarity < 5). **(E)** GSEA analysis of pathways related to IL-17 signaling, Th1 and Th17 differentiation and antigen processing and presentation in *Tmem173*<sup>Δmye</sup> + DMXAA vs *Tmem173*<sup>fl/fl</sup> + DMXAA in BMDMs and BMDCs.

Supplementary Figure 10

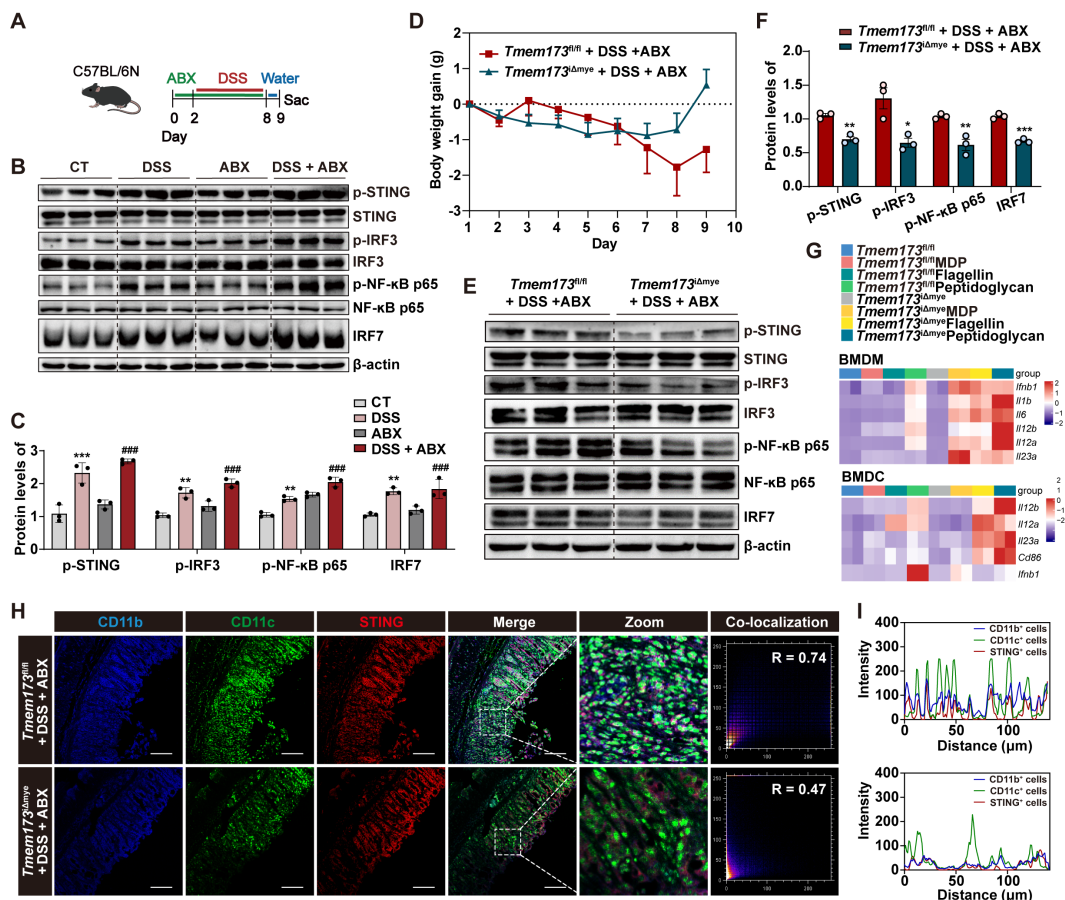

**Supplementary Figure 10. (A-C)** C57BL/6N mice were induced by acute DSS colitis and ABX. **(A)** Animal experimental design. **(B-C)** Representative images and quantitative analysis of immunoblotting detecting phosphorylation of STING, IRF3, and NF-κB p65 and protein level of IRF7 in colon. **(D-H)** *Tmem173<sup>fl/fl</sup>* mice and *Tmem173<sup>Δmye</sup>* mice were treated by antibiotic cocktail (ABX) and then subjected to acute DSS administration. **(D)** Body weight gain. **(E-F)** Representative images and quantitative analysis of immunoblotting detecting the phosphorylation of STING, IRF3, and NF-κB p65 and the protein levels of IRF7 in the colon. **(G)** WT and STING KO BMDMs and BMDCs were treated with MDP, peptidoglycan, and flagellin for 8h. Relative mRNA levels of indicated genes are shown as a heatmap. **(H-I)** Representative immunofluorescent co-staining and quantitative analysis of CD11b, CD11c and STING of colonic sections. Scale bars, 100 μm. Values represent the mean ± S.E.M. of at least three samples in each group. Statistical significance relative to

232 vehicle control or *Tmem173*<sup>fl/fl</sup> + DSS +ABX group: \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001;  
233 relative to ABX group: #p < 0.05, ##p < 0.01, ###p < 0.001.  
234

Supplementary Figure 11

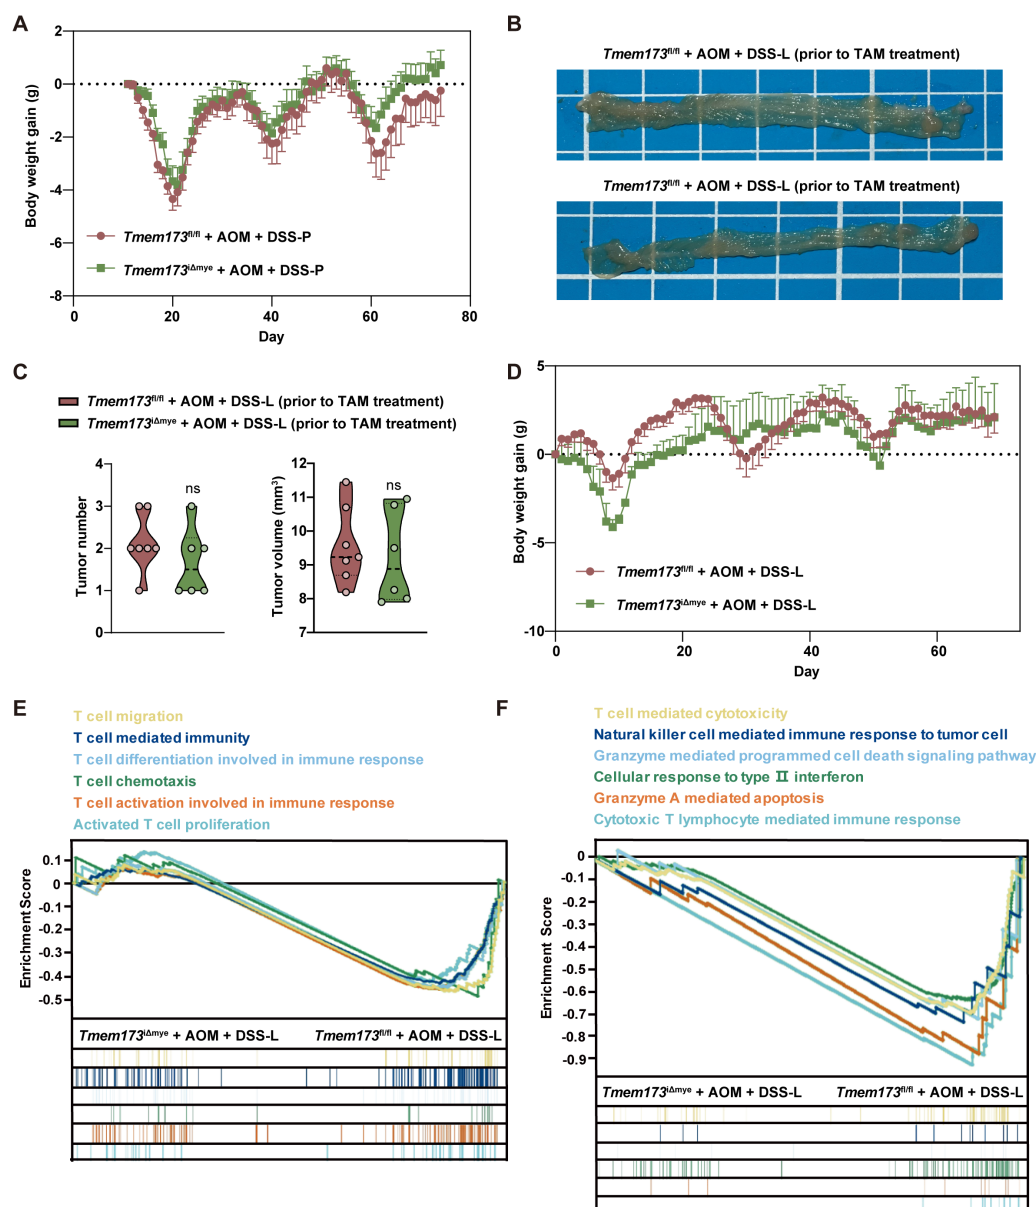

**Supplementary Figure 11. (A)** Body weight gain in AOM + DSS-P groups. **(B)** Representative pictures of colon samples and **(C)** the tumor number and volume in AOM + DSS-L groups before TAM induction from a preliminary experiment. **(D)** Body weight gain in AOM + DSS-L groups. **(E)** GSEA analysis of pathways related to T cell activity in *Tmem173<sup>Δmye</sup>* + AOM + DSS-L vs *Tmem173<sup>fl/fl</sup>* + AOM + DSS-L in tumor tissues. **(F)** GSEA analysis of pathways related to tumor killing effects in *Tmem173<sup>Δmye</sup>* + AOM + DSS-L vs *Tmem173<sup>fl/fl</sup>* + AOM + DSS-L in tumor tissues.

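Enrichment scores were computed for the AOM+DSS-L tumors by ranking the genes from the highest to the lowest signed edgeR statistic for Tmem173iΔmye over Tmem173fl/fl with fgsea. A score near 1 means that the genes of a set lie at the top of the ranking, and a score near -1 that they lie at the bottom. The score was 0.63 for the T cell set (adjusted p = 0.00335 from fgsea), and 0.62 for the cytotoxic lymphocyte set (adjusted p = 0.0109 from fgsea). These p-values come from exchanging genes rather than mice and treat genes as independent. By limma's fry, which rotates the samples instead, the adjusted p of each set was 0.499. The sets are marker gene lists and not the pathways drawn in Fig. S11E-F.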

Supplementary Figure 12

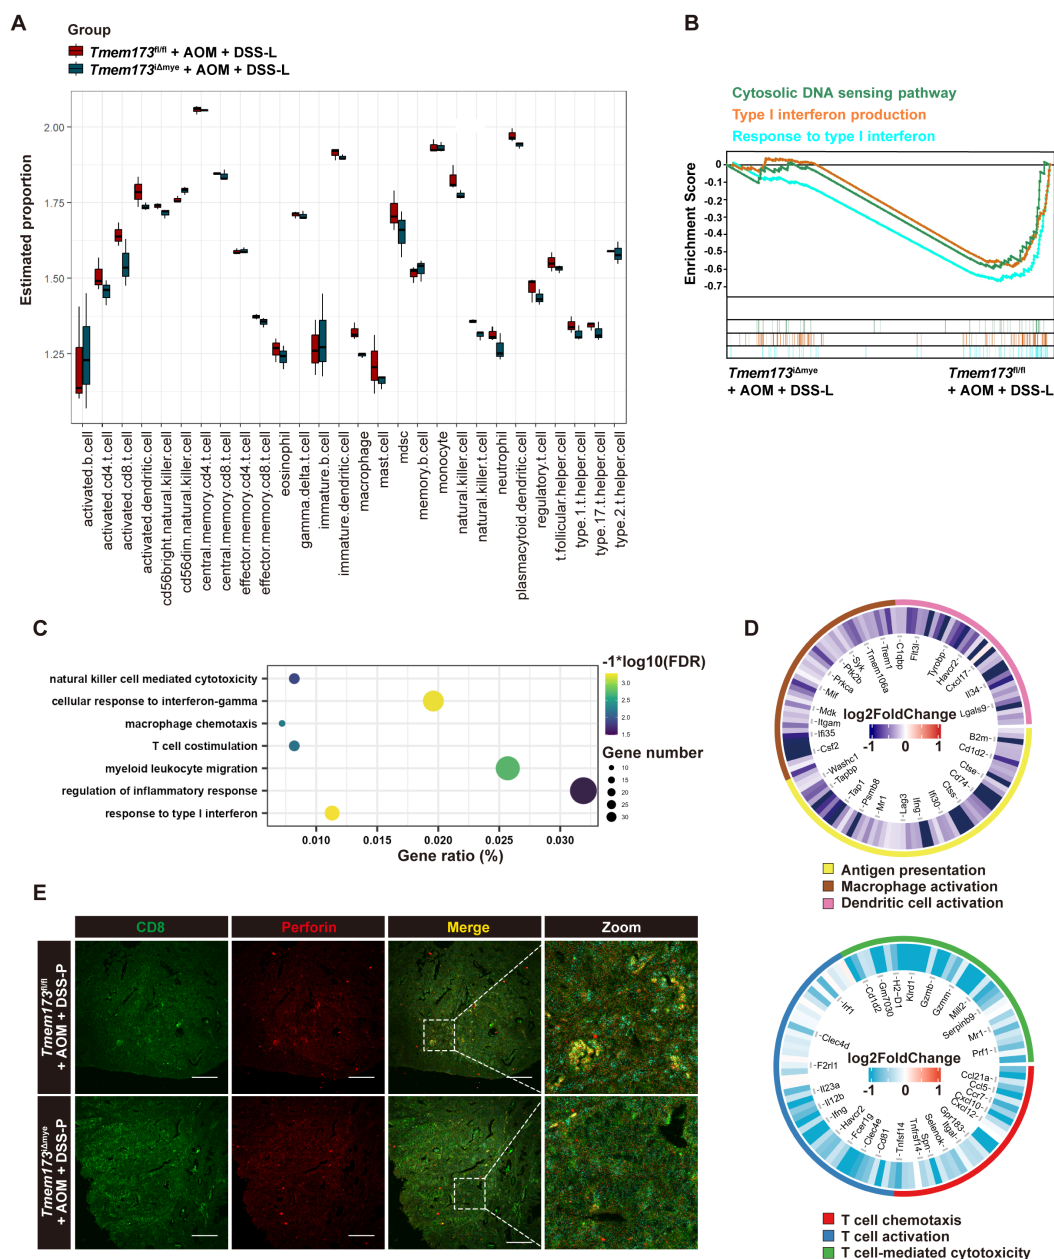

**Supplementary Figure 12. (A)** The immune cell infiltration analysis by ssGSEA tool based on RNA-seq data of tumor tissues. **(B)** GSEA analysis of pathways related to STING and type I IFNs in  $Tmem173^{\Delta mye}$  + AOM + DSS-L vs  $Tmem173^{fl/fl}$  + AOM + DSS-L in tumor tissues. **(C)** Various inflammation-related pathways obtained by GO and KEGG enrichment analysis as indicated by bubble plot. **(D)** Log2FoldChange of gene expressions of innate immune and adaptive immune responses in  $Tmem173^{\Delta mye}$  + AOM + DSS-L vs  $Tmem173^{fl/fl}$  + AOM + DSS-L in tumor tissues as indicated by

252 circular heatmap. **(E)** Representative immunofluorescence co-staining of CD8 and  
253 Perforin of colonic sections. 

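Each of the 57 genes labelled in Fig. S12D was examined in the deposited counts of the AOM+DSS-L tumors. All 57 had a log2 fold change above 0 for Tmem173iΔmye over Tmem173fl/fl. With Benjamini-Hochberg adjustment, 0 of them had an adjusted p-value under 0.05 in edgeR, both over the 57 genes and over all genes tested. An unadjusted p-value under 0.05 was found for 8, Ifng and Cxcl17 among them. Ifng, Csf2 and Cxcl17 had at most 3 counts in every Tmem173fl/fl tumor, so no fold change is given for them and their p-values carry no weight. The other 54 genes ranged from 0.072 for Cxcl12 to 2.50 for Cxcl10, with a median of 0.47. By category, the median of these genes was 0.36 for antigen presentation, 0.25 for macrophage activation, 0.51 for DC activation, 0.46 for T cell chemotaxis, 0.64 for T cell activation and 0.75 for T cell-mediated cytotoxicity. Without Tmem173iΔmye replicate 1, the choice that moved the count most, 10 of the 57 were below 0. With samples rescaled to their sum without the 20 highest genes, 3 were below 0 (Cxcl12, Ctse and Washc1), all above the median of all genes, which was -0.094. The enrichment score by fgsea was 0.87 for the type I interferon response set (adjusted p = 9.21e-26 from fgsea) and 0.46 for cytosolic DNA sensing (adjusted p = 0.0109 from fgsea). Both p-values come from exchanging genes rather than mice and treat genes as independent. By limma's fry, which rotates the samples instead, the adjusted p of each set was 0.499.

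**Figure D3:**
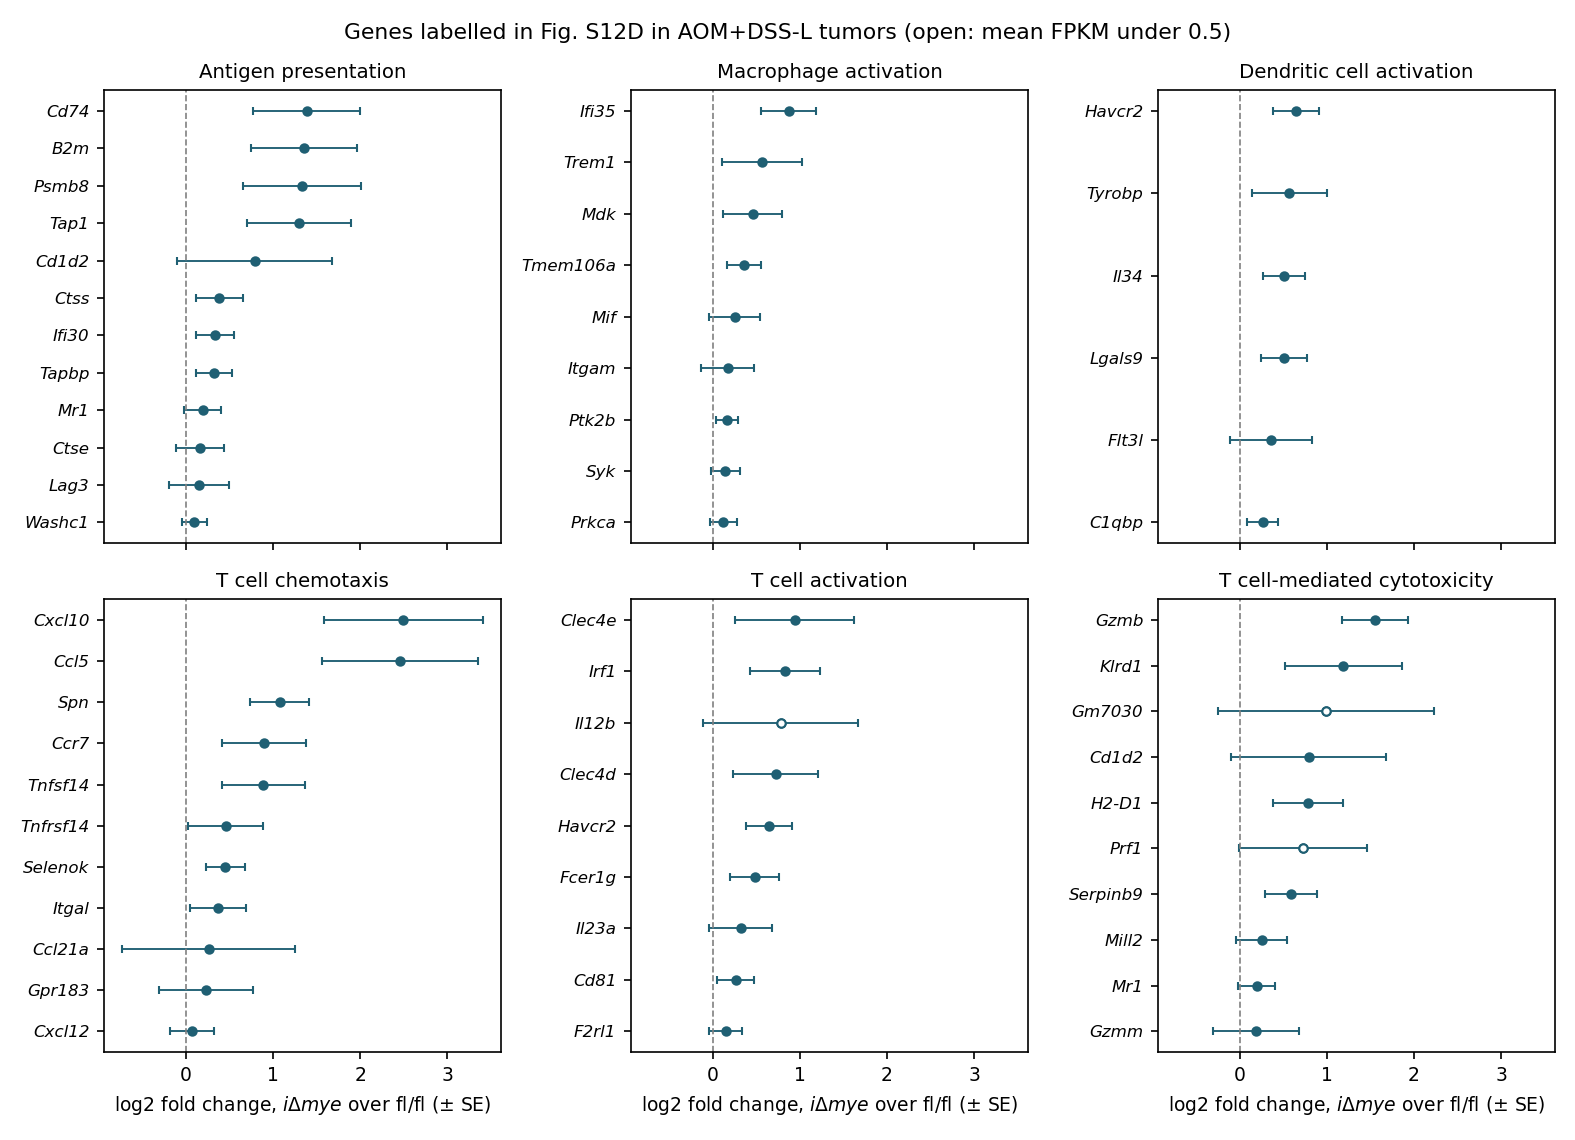
Log2 fold change of the genes labelled in Fig. S12D for Tmem173iΔmye over Tmem173fl/fl AOM+DSS-L tumors, by category, with bars for ± SE, open points for genes with a mean FPKM under 0.5, and Ifng, Csf2 and Cxcl17 left out. The 54 genes drawn lie between 0.072 and 2.50, many bars reach 0, and Cxcl12, Ctse and Washc1 fall below 0 when samples are rescaled without the 20 highest genes.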

Scale bars, 100  $\mu\text{m}$ .  
254

How the deposited data were processed for this re-analysis (not part of the article)

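RNA-seq of tumors from 3 Tmem173fl/fl and 3 Tmem173iΔmye AOM+DSS-L mice was re-analysed from the authors' deposited table. In these groups, TAM (120 mg/kg, 5 injections) was given after 3 cycles of AOM/DSS. The paper's other RNA-seq experiments were not analysed here.

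The authors deposited raw read counts per gene for 54532 genes and, beside them, FPKM values, and the same table holds their own comparison. The deposited FPKM values equal the counts divided by gene length, by DESeq2-type median-of-ratios size factors and by the geometric mean of the library totals, with a largest relative difference of 9.2e-09. The authors' fold changes in the table are log2 values of Tmem173fl/fl over Tmem173iΔmye, and their p-values come from their DESeq2 comparison. In this text, every fold change is Tmem173iΔmye over Tmem173fl/fl. The coordinates in the table are those of GRCm38. In the table, 27 gene names had turned into dates, and these genes were followed by their identifiers. All 563 genes of the lists used for sets and signatures were found.

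The design written before the data were examined assumed FPKM alone and limma on log2(FPKM + 1). The table turned out to hold counts, so the counts were tested with edgeR 4.0.16 (R 4.3.3) by its quasi-likelihood test with TMM normalization, the group as the only term and Benjamini-Hochberg adjustment. Limma 3.58.1 on log2(FPKM + 1) became an alternative. The 16426 genes with a mean FPKM of at least 0.5 were tested. SE is the absolute log2 fold change divided by the square root of the F statistic. Genes under the filter that the paper names were fitted without it. By a rule written before the data were examined, the genes named come from those the paper names, the genes labelled in Fig. S12D, up to 3 genes of each set with the lowest p-values and, in each direction, the 5 genes past the paper's threshold with the lowest p-values whose groups do not overlap. The paper's threshold was taken as an absolute log2 fold change of at least 1 and an unadjusted p under 0.05.

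Gene sets were tested with limma's camera at a preset correlation of 0.01, with adjustment over 19 sets. A set's level in a tumor is the mean log2(CPM + 1) of its genes, compared by an exact two-sided permutation test, which cannot go below 0.1 with 3 tumors per group. Camera with the correlation estimated from the data, limma's fry and fgsea 1.28.0 were alternatives. Immune cell signatures were scored with ssGSEA (gseapy 1.3.1 under Python 3.11.15, weight 0.25). CIBERSORT was not used here. The sets and signatures are lists written before the data were examined, not the collections the paper used.

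Other alternatives were no filter, a mean FPKM of at least 1, protein-coding genes alone, median-of-ratios scaling, limma voom, other pseudocounts and scalings of FPKM with limma, the replicate number as a block and leaving out each tumor. DESeq2 1.42.0 and the sex of the mouse as a covariate were added after the values were seen. Limma on log2(FPKM + 1), the main test of the written design, was also added back as an alternative at that point. Sex was read from Xist and Y-linked counts. The pairing by replicate number comes from the sample titles. Nothing in the paper's text says that same-numbered mice were housed or processed together.

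Totals ranged from 15329810 to 16533732 counts per tumor. At this depth, genes with 3 counts or fewer in every tumor of a group have no usable fold change, and this floor covers counting error alone. The scripts were tested on simulated counts with 200 of 16424 genes changed. At an adjusted p-value under 0.05, edgeR called 109 genes, of which 99 were changed in the right direction and 10 were not changed. It called 27% of the genes changed by a log2 fold change of 1 and 72% of those changed by 2. DESeq2 called 181 genes, of which 51 were not changed. Of 20 simulated sets of 25 unchanged genes, camera called 0. The simulated genes were drawn independently of each other. This count therefore says nothing about false calls in correlated sets, such as type I interferon with its estimated correlation of 0.74. ssGSEA recovered 2 of 2 simulated lists of 20 genes.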

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

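The tests with sex as a covariate or without the genes of chromosomes X and Y, the test for a mix of male and female tissue, and the fits without single tumors for the antibody genes were chosen after the result was seen.

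Y-linked genes, which the paper does not discuss, had 3547 counts in Tmem173fl/fl replicate 1, 2875 in Tmem173iΔmye replicate 1 and 2655 in Tmem173iΔmye replicate 2, against at most 2 in each of the other tumors. Xist had 20088, 26549 and 19712 counts in those other tumors. The largest count, over the tumors, of the rarer of Xist and Y-linked reads was 11, so no tumor looked like a mix of male and female tissue. The groups thus hold 1 and 2 tumors with Y-linked reads. With sex as a covariate, 211 genes passed the paper's threshold, of which 170 were among the 349 without it. The split of the tumors by sex, which parts 1 same-numbered pair, gave 6 genes with an adjusted p under 0.05 and 528 past the threshold. All 6 are Xist or Y-linked and follow from how the split was made. Without the genes of chromosomes X and Y, the split by sex gave 0 genes with an adjusted p under 0.05 (1578 at an unadjusted p under 0.05) and 503 past the threshold, against 0 (975) and 339 for the split by genotype. For the MHC class II, macrophage, dendritic cell and T cell sets, the split by sex also gave as large a result. The macrophage set did not pass without sex as a covariate (adjusted p = 0.0634 from camera), so not passing with it (median 0.064) says nothing about sex. Sex and genotype cannot be told apart for the number of genes past the threshold. Nor can they for the MHC class II and dendritic cell sets, which did not pass with sex as a covariate (medians 0.28 and 0.16). The T cell set still passed with it, with a median of 0.43 (adjusted p = 0.00381 from camera, in a range of 4.14e-07 to 0.499 over its alternatives), so by this test sex does not fully account for that difference. For the type I interferon response, cytosolic DNA sensing, MHC class I and cytotoxic lymphocyte sets, the split by sex gave a larger p than the split by genotype.

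The fibroblast genes, outside the sets the paper discusses, had a median log2 fold change of 0.30, and 18 of 19 were higher in tumors labelled Tmem173iΔmye. Their mean log2(CPM + 1) was 6.42 ± 0.11 against 6.07 ± 0.15 (SD), without overlap (exact permutation p = 0.1, the smallest possible for 3 against 3). The median stayed at 0.19 or above without any one tumor and was 0.34 with sex as a covariate and 0.29 with the replicate block. Neither a single tumor nor sex accounts for all of the difference. Of the 4 splits that part every same-numbered pair, 2 gave a camera p as small, and of all 10 splits, 3 did. The pattern cannot be told apart from the grouping of tumors by accident. If it holds, more fibroblasts in these tumors may be a biological explanation.

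Ighv1-81 had a log2 fold change of 3.83 (SE 0.60) and Igkv1-117 of 1.89 (SE 0.32) for tumors labelled Tmem173iΔmye, the highest in rank of the genes that rose, in antibody variable genes that the paper does not discuss. Both had an adjusted p of 0.742 from edgeR, and with DESeq2, chosen after the values were seen, 3.44e-08 and 1.86e-04. With sex as a covariate the values were 4.45 and 1.99. The lowest value of either gene without any one tumor was 1.66. The other 133 antibody variable genes had a median of 1.21 (SD 1.44), with 109 of them higher and 24 lower. Of these, 35 were at least as high as Igkv1-117 and 7 at least as high as Ighv1-81. Neither gene can be told apart from a rise shared by many antibody variable genes, and their reads can be shared with similar variable genes. An expansion of a few plasma cell clones in one group of tumors is a candidate explanation that the median of 1.21 leaves open.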

How the results depend on the processing

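The alternatives were set before the data were examined, except DESeq2 and sex as a covariate, which were chosen after seeing the data. Limma on log2(FPKM + 1) was the main test set before the data were examined. EdgeR replaced it once the table turned out to hold counts, and limma was then added back as an alternative. Of 2309 values recomputed for 109 results, 2181 kept their direction and their side of the threshold, and 45 reversed. The cause of the changes was not tested.

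No gene had an adjusted p under 0.05, with 1008 genes at an unadjusted p under 0.05, but without the filter there were 6, with DESeq2 28, and from 0 to 1 across the 6 fits that each left out one tumor. The 349 genes past the paper's threshold became 872 without the filter, 208 for protein-coding genes alone, 136 with limma on log2(FPKM + 1), 139 with quantile normalization, 145 with rescaling to the sum without the 20 highest genes, 131 with limma without a trend and 131 with a robust trend, and 211 with sex as a covariate. They ranged from 218 to 636 with one tumor left out. The share of higher genes was 59.3% (207 of 349), 48.3% after rescaling FPKM to TPM (127 higher, 136 lower) and 48.3% after rescaling without the 20 highest genes (70 higher, 75 lower). With one tumor left out the share ranged from 41.1% without Tmem173fl/fl replicate 2 (129 higher, 185 lower) to 68.7% without Tmem173fl/fl replicate 1, and was 49.2% without Tmem173iΔmye replicate 1 (128 higher, 132 lower). The scalings moved the median of all genes to -0.070 and -0.094. With the replicate block, 377 genes passed the threshold and 0 had an adjusted p under 0.05.

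The log2 fold change of Tmem173 (0.0015) was -0.0017 at a mean FPKM of at least 1, -0.0059 with median-of-ratios scaling, -0.00059 for protein-coding genes, -0.026 with TPM, -0.058 with quantile normalization, -0.067 without the 20 highest genes and -0.0059 with DESeq2. With one tumor left out it ranged from -0.17 to 0.34. At this depth and spread, no direction can be given for Tmem173.

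The medians of the type I interferon response, MHC class I, T cell and cytotoxic lymphocyte sets stayed above 0 under every alternative run. With one tumor left out they ranged from 0.48 to 1.19, 0.15 to 1.17, 0.31 to 0.94 and 0.40 to 1.38. The adjusted p values depended on the test. Camera with the estimated correlation gave 0.429 for these 4 sets and for cytosolic DNA sensing, MHC class II and dendritic cells (medians unchanged at 0.98, 0.79, 0.59, 0.73, 0.12, 0.38 and 0.32), and fry gave 0.499 or, for MHC class II, 0.517. Over all alternatives the adjusted p ranged from 1.16e-44 to 0.499 for type I interferon, 6.05e-04 to 0.499 for cytosolic DNA sensing, 1.43e-21 to 0.499 for MHC class I, 2.85e-11 to 0.517 for MHC class II, 4.76e-04 to 0.592 for macrophages, 2.21e-05 to 0.499 for dendritic cells, 4.14e-07 to 0.499 for T cells and 3.61e-08 to 0.499 for cytotoxic lymphocytes.

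The cytosolic DNA sensing median (0.12) no longer passed with limma on log2(FPKM + 1) (0.10), with a pseudocount of 0.1 (0.11), with TPM (0.029), with quantile normalization (0.057), without a trend (0.10) or with a robust trend (0.10). It was -0.011 after rescaling without the 20 highest genes, still 0.083 above the median of all genes, and ranged from -0.022 to 0.11 with one tumor left out, no longer passing without Tmem173fl/fl replicate 2 (adjusted p = 0.0571) or Tmem173iΔmye replicate 1 (0.289). With sex as a covariate, MHC class II (0.28, adjusted p = 0.0846) and dendritic cells (0.16, adjusted p = 0.162) no longer passed. With one tumor left out they ranged from 0.17 to 1.28 and from 0.19 to 0.52. MHC class II no longer passed without Tmem173fl/fl replicate 2 or Tmem173iΔmye replicate 1 (adjusted p = 0.1002 and 0.0854), nor dendritic cells without Tmem173fl/fl replicate 2, Tmem173iΔmye replicate 1 or Tmem173iΔmye replicate 2 (0.321, 0.0947 and 0.0835). Macrophages passed without the filter (0.055, adjusted p = 0.0341) and with fgsea (0.12, adjusted p = 0.0109), and ranged from 0.052 to 0.26 with one tumor left out, passing without Tmem173fl/fl replicate 3 (adjusted p = 0.0170) or Tmem173iΔmye replicate 3 (4.76e-04).

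Of the 57 genes labelled in Fig. S12D, 1 was lower in Tmem173iΔmye tumors with TPM, 3 without the 20 highest genes, 3 with sex as a covariate, and from 1 to 10 with one tumor left out. The number of signatures lower in Tmem173iΔmye tumors (2) was 1 with mean log2 values, mean z-scores or no filter. It reached 3 at most under the other settings with all tumors, and ranged from 1 to 4 with one tumor left out. With mean log2 values or mean z-scores, Th17 cells were no longer lower.

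Single genes reversed as follows. Il12a was 0.24 with voom. Cxcl12 was -0.0096 with TPM, and without the 20 highest genes Cxcl12 was -0.038, Ctse -0.014 and Washc1 -0.024. With sex as a covariate Ccl21a was -0.40, Gpr183 -0.13 and Il12b -0.037. With one tumor left out, the range was -0.82 to 1.79 for Ccl21a, -0.054 to 1.71 for Cd1d2, -0.24 to 1.87 for Cd8b1, -0.15 to 1.45 for Clec4e, -0.16 to 0.25 for Cxcl12, -0.35 to 2.69 for Gm7030, -0.36 to 0.76 for Gpr183, -0.078 to 0.54 for Gzmm, -2.00 to 4.09 for Il12a, -0.42 to 1.28 for Il12b, -0.17 to 0.35 for Itgam, -0.058 to 0.34 for Lag3, -0.070 to 0.53 for Mif, -0.33 to 1.01 for Nos2, -0.24 to 0.67 for Tnf, -0.12 to 0.76 for Tnfrsf14 and -0.13 to 0.89 for Trem1. Range ends from fits where every remaining tumor of a group had 3 counts or fewer are not usable fold changes. The 4.09 of Il12a is one, from the fit without Tmem173fl/fl replicate 1, which left 0 and 0 counts in that group. The -0.35 of Gm7030 is another, from the fit without Tmem173iΔmye replicate 1, which left 0 and 3 counts. The mast cell median ranged from -0.11 to 1.90. Another 22 values of single genes or other sets changed, 21 to a stronger and 1 to a weaker call, 12 of them with DESeq2.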

Differences from the paper's values

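Each value of the paper below is for Tmem173iΔmye over Tmem173fl/fl AOM+DSS-L. The paper's values for Gzmb, Perforin and Cd8 are means of qPCR in at least 5 mice, turned into log2 ratios. The paper's log2 ratio for Gzmb was about -0.53 in Fig. 7N, read by eye, and the log2 fold change here was 1.55. For Perforin it was about -0.63 in Fig. 7N, read by eye, against 0.72 for Prf1 here. For Cd8 it was about -1.1 in Fig. 7N, read by eye, against 0.70 for Cd8a here. Under every alternative set before the data were examined, the values here kept the sign opposite to the paper's, from 1.04 to 1.98 for Gzmb, 0.077 to 1.16 for Prf1 and 0.12 to 1.49 for Cd8a.

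The paper's enrichment score for the type I interferon response was about -0.67 in Fig. S12B, read by eye, and 0.87 here. The paper's score for cytosolic DNA sensing was about -0.59 in Fig. S12B, read by eye, and 0.46 here. None of the alternatives set before the data were examined gave a score of the paper's sign, with ranges of 0.77 to 0.91 and 0.31 to 0.60. The gene lists here are not the paper's.

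The paper draws the labelled genes of Fig. S12D as lower in Tmem173iΔmye tumors, and here 57 of 57 had a log2 fold change above 0. The settings under which some of them were below 0 were rescaling FPKM to TPM (1 gene), rescaling without the 20 highest genes (3), sex as a covariate, chosen after seeing the values (3), and leaving out one tumor (1 to 10). The authors' own deposited log2 fold changes, which are Tmem173fl/fl over Tmem173iΔmye, were below 0 for the same 57 genes, the same direction as here.

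The paper states that antigen presentation, macrophage and DC activation, and T cell activity fell in Tmem173iΔmye tumors. Here the medians were 0.79 and 0.38 for MHC class I and II, 0.12 for macrophages, 0.32 for dendritic cells, 0.59 for T cells and 0.73 for cytotoxic lymphocytes. The settings that gave a median below 0 for a set the paper names were, for cytosolic DNA sensing alone, rescaling without the 20 highest genes (-0.011, with a median of all genes of -0.094) and leaving out one tumor (lowest value -0.022). Of 9 cell types matched between Fig. S12A and here, 8 had the direction opposite to the figure by ssGSEA, and Th17 cells the same. The figure's activated B cells were set against a list of B cells. Among the 9, the groups overlapped for all but natural killer and plasmacytoid dendritic cells, so most of these directions are weak. By mean log2(FPKM + 1) or mean z-score, Th17 cells were higher in Tmem173iΔmye tumors, opposite to the figure.

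In its text, the paper states that Tmem173, inflammatory genes and IL-12 family genes rose in the tumors (Fig. 7M), while the legend names the colon adjacent to tumors. In the tumors here, the log2 fold change of Tmem173 was 0.0015 and that of Il12a, which had 13, 0 and 0 counts against 2, 4 and 0, was -1.09. The other genes of Fig. 7M had the paper's direction here, with log2 fold changes of 1.56 for Il1b, 0.35 for Tnf, 2.56 for Il6, 2.25 for Il17a, 0.68 for Nos2, 0.78 for Il12b and 0.32 for Il23a. Il12a was above 0 with voom (0.24) and without Tmem173fl/fl replicate 1, where both remaining Tmem173fl/fl tumors had 0 counts, and Tmem173 reached 0.34 with one tumor left out and 0.058 with the replicate block.

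The authors' deposited comparison calls 32 genes at an adjusted p under 0.05 and edgeR called 0 here, with 1008 at an unadjusted p under 0.05. DESeq2, chosen after seeing the values, called 28, and testing without a filter called 6.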

Other observations

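The tests with sex as a covariate, those of library depth, epithelium and single tumors for the type I interferon response, of single tumors for mast cells, and of groups or labels standing the other way round were chosen after the result was seen.

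The genes labelled in Fig. S12D had the opposite direction to the figure in 57 of 57 cases. The immune cell signatures did so in 8 of 9 cell types matched to Fig. S12A, most of them with overlapping groups. Th17 cells were the exception with ssGSEA. Scored by mean log2(FPKM + 1) or mean z-score, Th17 cells also had the opposite direction. A candidate explanation is that the groups stand the other way round in the figures and in the deposited table. The 57 genes and the 8 cell types are the pattern itself and come from the same comparison, so they do not test this explanation. Another is that genotype labels were exchanged in the deposited table. Tmem173 relative to the macrophage genes differed by -0.10 (log2) between the tumors labelled Tmem173iΔmye and Tmem173fl/fl, at 1.95 ± 0.15 against 2.04 ± 0.68 (SD, exact permutation p = 1), so it cannot tell the labels apart. The first explanation does not cover all comparisons with the paper, and for the second this depends on the tissue of Fig. 7M. Gzmb, Prf1 and Cd8a (1.55, 0.72 and 0.70) also had the opposite direction to the qPCR of Fig. 7N, which reversed groups in the RNA-seq figures alone would leave unexplained. Il1b, Tnf, Il6, Il17a, Nos2, Il12b and Il23a had the direction of the qPCR of Fig. 7M, while Il12a (-1.09) had the opposite one. Exchanged labels would leave the shared direction unexplained if that panel shows tumors, as the text has it, and not adjacent colon, as its legend has it. This argument is weak, as Tnf (0.35, SE 0.39), Il12b (0.78, SE 0.89) and Il23a (0.32, SE 0.36) lay within their error. Without Tmem173iΔmye replicate 1, Tnf, Nos2 and Il12b were below 0 (-0.24, -0.33 and -0.42). A true rise of these genes after the deletion of STING in myeloid cells is not excluded.

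The type I interferon response set was higher in the tumors labelled Tmem173iΔmye. With sex as a covariate its median was 0.81, after rescaling without the 20 highest genes 0.65, and above genes of similar length 0.96. The ratio of the mean total counts of the groups was 1.02. The totals overlapped (exact permutation p = 0.4), though this test cannot go below 0.1 with 3 tumors per group. The lowest median without any one tumor was 0.48, without Tmem173iΔmye replicate 1, against 0.98 with all tumors. That tumor thus carried much of the difference. None of these accounts for all of it. The epithelium set had a median of 0.076, and lay above the median of all genes in 15 of 16 settings. With quantile normalization it lay at -0.029 from that median, which leaves a smaller share of epithelium open. The pattern may reflect the genotype as labelled, but it cannot be told apart from the explanations above.

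The other splits of the 6 tumors were compared with the split by genotype. Of the 4 splits that part all 3 same-numbered pairs, the real one included, 4 gave as many genes with an adjusted p under 0.05, which a count of 0 fixes in advance, and 1 gave as many genes past the paper's threshold. As small a camera p came from 1 of the 4 for type I interferon, cytosolic DNA sensing, MHC class I, MHC class II, T cells and cytotoxic lymphocytes, from 2 for dendritic cells and from 3 for macrophages. For the signatures, 2 of the 4 gave a count as uneven. The other 6 splits part 1 pair. Among all 10, as large a result came from 3 for genes past the threshold, 1 for type I interferon, 3 for cytosolic DNA sensing, 3 for MHC class I, 5 for MHC class II, 6 for macrophages, 3 for dendritic cells, 2 for T cells, 2 for cytotoxic lymphocytes and 5 for the signatures. With 10 splits the share is never under 0.1, so no result can be set apart from an accidental grouping of the tumors in this way.

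Smooth muscle genes had a median of -0.48, with 4 of 15 higher, and mean levels of 4.53 ± 0.28 in Tmem173iΔmye against 4.87 ± 0.16 (SD) in Tmem173fl/fl tumors (exact permutation p = 0.2). The median nearest to 0 without any one tumor was -0.28. With sex as a covariate the median was -0.40 and with the replicate block -0.48. Neither a single tumor nor sex accounts for all of the difference. Of the 4 splits, 1 gave a camera p as small, and of all 10, 2 did. A candidate explanation is that the tumors carried different amounts of the muscle layer, which was not tested apart from this set.

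Mast cell genes had a median of 1.43, with 12 of 12 higher, and an adjusted p of 0.00217 from camera (0.0203 with the replicate block), but mean levels of 3.61 ± 1.35 against 2.91 ± 0.56 (SD, exact permutation p = 0.6). Without Tmem173iΔmye replicate 3 the median was -0.11, so the difference rests on that tumor. With sex as a covariate it was 1.15. All 4 splits that part every pair gave a camera p as small, and 7 of all 10 did.

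In the tumors labelled Tmem173iΔmye, the log2 fold change was 1.56 (SE 0.54) for Il1b, 2.25 (SE 0.67) for Il17a, 0.68 (SE 0.54) for Nos2, 0.35 (SE 0.39) for Tnf and 0.32 (SE 0.36) for Il23a. Il6 had 3, 4 and 5 counts in Tmem173fl/fl and 57, 2 and 13 counts in Tmem173iΔmye tumors. The adjusted p of each of these genes was at least 0.661 from edgeR.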
